# A human lung alveolus-on-a-chip model of acute radiation-induced lung injury

**DOI:** 10.1038/s41467-023-42171-z

**Published:** 2023-10-16

**Authors:** Queeny Dasgupta, Amanda Jiang, Amy M. Wen, Robert J. Mannix, Yuncheng Man, Sean Hall, Emilia Javorsky, Donald E. Ingber

**Keywords:** Mechanisms of disease, Experimental models of disease, Diagnostic markers, Lab-on-a-chip

## Abstract

Acute exposure to high-dose gamma radiation due to radiological disasters or cancer radiotherapy can result in radiation-induced lung injury (RILI), characterized by acute pneumonitis and subsequent lung fibrosis. A microfluidic organ-on-a-chip lined by human lung alveolar epithelium interfaced with pulmonary endothelium (Lung Alveolus Chip) is used to model acute RILI in vitro. Both lung epithelium and endothelium exhibit DNA damage, cellular hypertrophy, upregulation of inflammatory cytokines, and loss of barrier function within 6 h of radiation exposure, although greater damage is observed in the endothelium. The radiation dose sensitivity observed on-chip is more like the human lung than animal preclinical models. The Alveolus Chip is also used to evaluate the potential ability of two drugs - lovastatin and prednisolone - to suppress the effects of acute RILI. These data demonstrate that the Lung Alveolus Chip provides a human relevant alternative for studying the molecular basis of acute RILI and may be useful for evaluation of new radiation countermeasure therapeutics.

## Abstract (web summary)

Acute exposure to radiation can lead to acute pneumonitis, fibrosis or death. Here the authors develop an alveolus-on chip model to study the molecular characteristics of radiation induced lung injury, better understand radiation induced lung disease and facilitate drug screening.

## Introduction

Acute radiation induced lung injury (RILI) can occur following exposure to high doses of ionizing radiation following accidental or deliberate nuclear incident^1^. RILI can also be a toxic side effect of radiation therapy, which is administered to ~60% of cancer patients^2^. Radiation injury in lung cells causes DNA damage and accumulation of reactive oxygen species (ROS), which induces an inflammatory response that causes alveolar epithelial cell damage and severe injury to the neighboring endothelium^3,4^. This inflammatory phase is called radiation-induced pneumonitis (RP), occurs between 1–3 weeks of exposure^3,5^ and is commonly diagnosed based on clinical symptoms, including shortness of breath, dry cough, low-grade fever, chest pain or general malaise. However, no specific diagnostic tests or imaging approaches can definitively correlate findings to clinical symptoms^5^. At present, most patients are given prolonged therapy with glucocorticoids, such as prednisolone, to reduce inflammation over 4–12 weeks after exposure^6^. Unfortunately, there is limited evidence to support its effectiveness at reducing pneumonitis, although there can be some small benefits with regards to subsequent fibrosis^7^. There is, therefore, a great need for clinically relevant preclinical models that may be used to better understand the molecular basis of acute RILI as well as for the development of improved diagnostics and radiation countermeasure therapeutics.

The plausible threat of radiological or nuclear attacks, has led to the establishment of Centers for Medical Countermeasures against Radiation (CMCRs) across the U.S.; one of the missions of this network is to identify and develop therapeutics that can be used to treat victims of a radiological event^8^. The development of medical countermeasures “to diagnose, prevent, protect from or treat conditions that result from radiation exposure”^9^ has been identified as a key priority of the US Food and Drug Administration (US FDA). Given that clinical studies are not ethical or feasible in the context of radiation medical countermeasures, high-fidelity preclinical models are required to evaluate the efficacy of novel medical countermeasures^10^.

Consequently, animal models have been employed to understand RILI, but their failure to mimic clinically relevant dose sensitivities and recapitulate key hallmarks of the human pathophysiology limit their value^11^. For example, mouse RILI models only exhibit low grade pneumonitis and minimal pulmonary fibrosis^12–14^, and typically use animal survival as the primary experimental endpoint^15^, instead of incidence and severity of pneumonitis, which is more human-relevant. Currently, non-human primate (NHP) models are considered the gold-standard for radiation injury^16,17^, but their use is limited by short supply, long breeding periods, high costs, and serious ethical concerns^18,19^. In vitro models comprising human lung epithelial cells exposed to radiation provide some insight to the effects of radiation on individual cell types, but do not provide more physiologically relevant information about inflammatory responses, destruction of tissue barriers, and the interplay between different cell types during RILI that are observed in the human body and central to the development of radiation-induced pneumonitis^20–22^.

In the present study, we leveraged organ-on-a-chip (Organ Chip) microfluidic culture technology to model acute RILI in the human lung in vitro. Organ Chip models of lung alveolus and airway have been successfully used in the past to model multiple lung diseases, including asthma, chronic obstructive pulmonary disease (COPD), pulmonary thrombosis^23^, cystic fibrosis^24^, and lung cancer^25^, as well as viral infection and evolution of resistance to antiviral therapy^26,27^. Here, we used a previously described 2-channel Lung Alveolus Chip containing primary human lung alveolar epithelial cells cultured under an air-liquid interface (ALI) interfaced across an extracellular matrix (ECM)-coated porous membrane with a primary human lung microvascular endothelium that lines a channel which is dynamically perfused with culture medium with or without circulating human immune cells^22,24,25^. The engineered alveolar-capillary interface experiences cyclic mechanical strain to mimic breathing motions. Importantly, we show that when this human Lung Alveolus Chip is exposed to clinically relevant doses of gamma radiation, many of the physiological hallmarks of acute RILI are observed. This model enables us to recapitulate RILI in response to clinically relevant, one-time, doses of radiation (up to 16 Gy), as might occur in a radiation disaster. This dose is also within the range of the high radiation dose exposures used in some targeted ablative radiation therapies for cancer^28^. This in vitro Lung Alveolus model also recapitulates the known effects of radiation on induction of cytoprotective gene, hemoxygenase-1 (*HMOX1*) and can be used to study the responses of known radiation countermeasure drugs (e.g., prednisolone) as well as potential modulators of *HMOX1*, to radiation exposure in the human lung.

## Results

### Modeling RILI in the human Lung Alveolus Chip

The Lung Alveolus Chip is a microfluidic culture device that contains two microchannels separated by a porous ECM-coated membrane lined by human primary alveolar epithelial cells on one side and human lung microvascular endothelial cells (HMVEC-L) on the other to mimic the alveolar-capillary interface of human lung (Fig. 1a). Immunostaining for ZO-1 in tight junctions and E-cadherin in cell-cell adhesions in alveolar epithelial cells and VE-cadherin in endothelial cell-cell adhesions, along with DAPI staining of nuclei, confirmed the presence of a continuous alveolar-capillary interface with the endothelium lining all four sides of the lower channel beneath the porous membrane with a monolayer of alveolar epithelium above (Fig. 1a and Supplementary Fig. S1a). The experimental protocol (Fig. 1b) involves culturing the cells for 14 days at an ALI in the presence of cyclic mechanical strain to mimic breathing motions in order to ensure optimal differentiation (see Methods) before exposure to gamma radiation on Day 15.

**Fig. 1:**
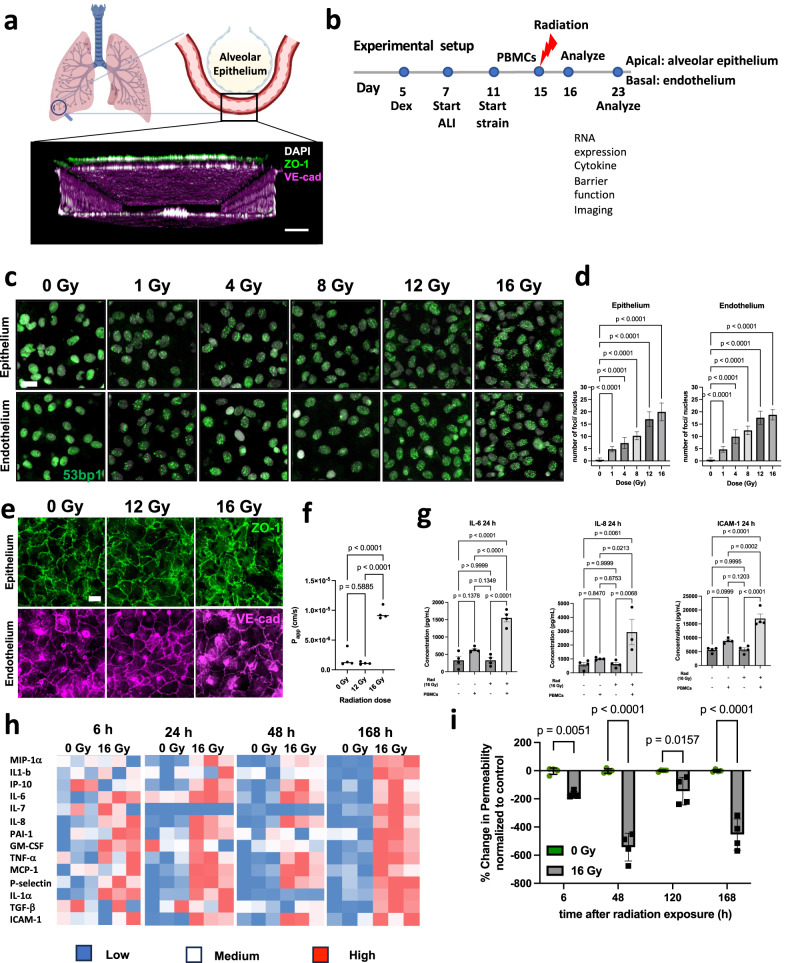
Human Lung Alveolus Chip recapitulates hallmark features of RILI. **a** Schematic of the alveolus-on chip model (created with BioRender.com), showing the confocal z-stack illustrating endothelial tube formation. Scale bar = 100 μm. **b** Line diagram showing experimental plan, Dex, dexamethasone; ALI, air-liquid interface. **c** 53bp1 immunostaining (green) for double-stranded DNA breaks 2 h after radiation. DAPI counterstaining is shown in white. Scale bar = 20 μm. **d** Formation of 53BP1 foci was quantified per nucleus and showed a dose-dependent increase for both alveolar epithelial and endothelial cells. Data shown are mean +/− S.D. (analyzed nuclei per group *n* = 50 nuclei; one-way ANOVA DF = 5, *F* = 525, *p* < 0.05. **e** Immunostaining with ZO-1 (epithelial cells; green) and VE-cadherin junctions (endothelial cells; magenta) post irradiation, showed that junction disruption required a minimum dosage of 16 Gy. Scale bar = 20 μm. **f** Barrier function assay showed a 7-fold increase in the apparent permeability co-efficient (Papp) at 6 h post radiation exposure to 16 Gy, but no difference in response to 12 Gy. One-way ANOVA: *n* = 4 chips in each condition, DF = 2, *F* = 80.6, *p* < 0.05. **g** Representative comparison of cytokine levels, 24 h post-radiation shows an inflammatory response to 16 Gy radiation, in the presence of PBMCs. One-way ANOVA, *n* = 4 chips for each condition, Data shown are mean +/− S.D. F(IL-6) = 40.05, F(IL-8) = 7.74, F (ICAM-1) = 34.07, *p* < 0.05. **h** Heatmap showing cytokine response to radiation at 6 h, 24 h, 48 h and 7 d post radiation exposure, in the presence of PBMCs, *n* = 3 chips for each condition, *p* < 0.05. **i** % change in barrier integrity normalized to 0 Gy control over 7 days post-radiation exposure, in the presence of PBMCs. 2-way ANOVA, *n* = 4 chips in each condition, DF = 3, *F* = 19.3, Data shown are mean +/− S.D. Significance at *p* < 0.05.

Ionizing radiation induces direct damage to the cells by generating DNA double-strand breaks (DSBs), leading to hyperphosphorylation of DSB-associated proteins, which produce discrete nuclear foci containing p53-binding protein 1 (53bp1)^29,30^. When we exposed the Alveolus Chips to increasing doses of radiation from 0 to 16 Gray (Gy), we observed a similar dose-dependent rise in DNA damage (DSB formation) in both the epithelium and endothelium, as measured by quantifying the number of 53bp1-positive foci per nucleus (Fig. 1c, d). Interestingly, DSB formation could be detected with levels of radiation exposures as low as 1 Gy (Fig. 1c, d).

While both the alveolar epithelium and endothelium formed monolayers composed of cells surrounded by continuous cell-cell junctions in control chips (Fig. 1a, e and Supplementary Fig. S1a), damage to the tight junctions and a reduction in cell viability (Supplementary Fig. S1b) were observed when the chips were exposed to the highest radiation dose (16 Gy), but not at the lower exposures that induced DNA damage (Fig. 1e versus Fig. 1d). This was further corroborated by quantifying tissue barrier function, which showed that the apparent permeability (P_app_) of the alveolar-capillary interface increased by ~7 fold after 6 h exposure to 16 Gy radiation (Fig. 1f), and this was accompanied by visible accumulation of fluid in the epithelial channel between 5 to 7 days following radiation exposure in ~85% of the radiated chips. Thus, the Alveolus Chip recapitulates the compromise of lung tissue barrier function that is a critical feature of RILI, which also emerges about a week after exposure to a similar high dose of radiation in humans.

As inflammation is also a common feature of RILI, we analyzed protein expression levels of multiple proinflammatory cytokines in chips exposed to radiation. However, we could not detect any changes in key proinflammatory cytokines (IL-6, IL-8, TNF-α, GM-CSF) or leukocyte adhesion markers (ICAM-1, E-selectin) even at the highest 16 Gy dose (Supplementary Fig. S1c). This observation raised the possibility that the lack of this response was due to the absence of immune cells. To explore this possibility, we performed similar studies while perfusing the endothelium-lined vascular channel with primary human peripheral blood mononuclear cells (PBMCs) before and during exposure to radiation. Importantly, the presence of PBMCs at the time of radiation exposure caused a sustained and progressive inflammation response in the Alveolus Chip (Fig. 1g). We observed upregulation of IL-8, IL-1α, P-selectin, IL-6, PAI-1, MIP-1a, TNF-α, ICAM-1 at 1 day (Fig. 1g) and several other cytokines at 1 to 7 days after radiation exposure (Fig. 1h). While the inflammatory response was similar at 1 and 2 days, the Alveolus Chips displayed a heightened response to radiation in both expression levels and in the number of affected cytokines at day 7 (Fig. 1h). For example, IL-1β, IL-7, GM-CSF and TGF-β were only overexpressed at this later time point. These findings are consistent with the clinical observation that the onset of RP occurs about 1 week after injury^3^. We also observed that barrier permeability (P_app_) was significantly higher in radiated samples when PBMCs were present compared to control (Fig. 1i) and this correlated with increased disruption of PECAM1-containing cell-cell junctions in the endothelium (Supplementary Fig. S1d). Owing to the importance of PBMCs to generate an inflammation response, all subsequent radiation experiments on the Alveolus Chip were performed in the presence of PBMCs.

Analysis of acute cellular responses to radiation in the presence of PBMCs revealed significant increases in ROS levels within 2 h (Fig. 2a) and this response was dose-dependent (Supplementary Fig. S1e, f). This was accompanied by hypertrophy of the alveolar epithelial cells at 6 h (Fig. 2b, c), which again mimics a feature commonly seen in alveolar injury in vivo^3,31^. While cellular hypertrophy was not detected in the endothelium at this early time point, the size of both the epithelial and endothelial cells increased significantly by day 7 (Fig. 2b, c). Furthermore, when we analyzed effects on alveolar Type I and II cells by quantifying expression of biomarkers for each - aquaporin 5 (AQP5) and surfactant protein B (SPB), respectively - we observed a significant decrease in the expression of the alveolar Type I marker with a concomitant increase in the Type II marker at 6 h after exposure to 16 Gy radiation (Supplementary Fig. S1g), although there was no significant change in expression at lower doses. This finding among others led us to focus the bulk of our studies using 16 Gy radiation.

**Fig. 2:**
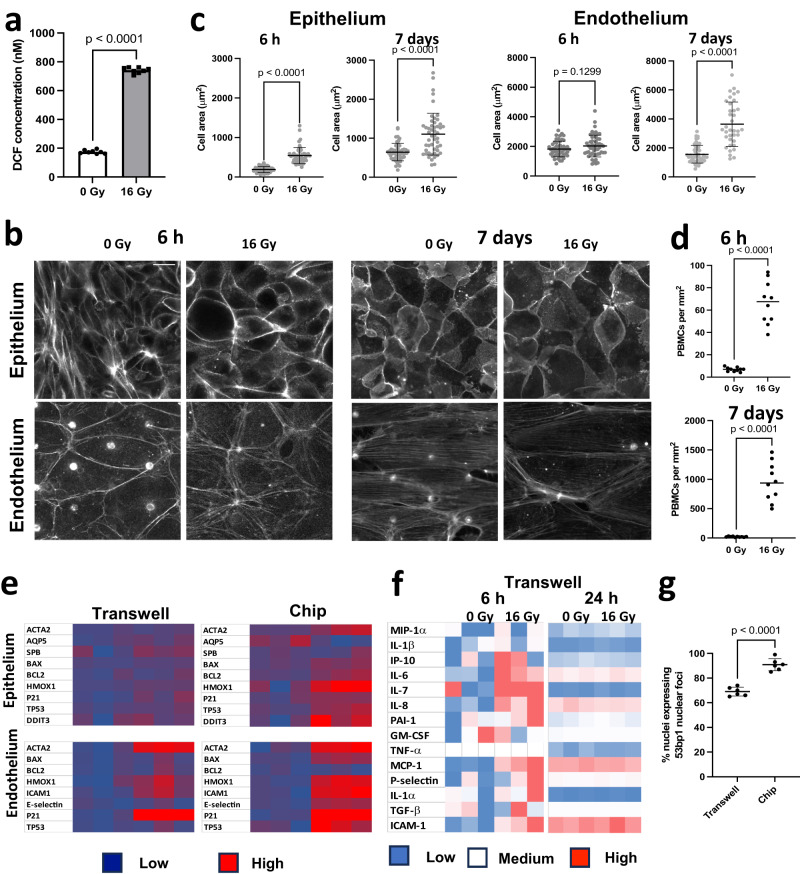
Radiation injury causes ROS, cellular hypertrophy and increased recruitment of PBMCs over time on the alveolus chip. **a** 16 Gy radiation induces increase in the ROS levels, 2 h after radiation injury, *n* = 8 chips, *F* = 2.48, DF = 7, Data shown are mean +/− S.D. *p* < 0.001. **b** IF images showing the effect of radiation on cellular hypertrophy in the epithelium and endothelium 6 h and 7 d post radiation exposure, Scale bar = 20 μm. Corresponding quantification of cellular area in the epithelium and endothelium in **c**, *t*-test with Welch’s correction, where *n* = 50 cells in each condition, DF = 49, F (epi_6h) = 7.7, *p* < 0.05, F(epi_7d) = 5.7, F(endo_6h) = 9.8, F(endo_7d) = 8.3, Data shown are mean +/− S.D. **d** Quantification of PBMC recruitment to the vascular endothelium at 6 h and 7 d post-radiation exposure, *n* = 10 images taken from 3 biological replicate chips in each condition, 2-tailed unpaired *t*-test with F(6 h) = 104.4, F (7 d) = 2326, DF = 9, *p* < 0.0001. **e** Heatmaps comparing gene expression profiles in Transwells and chip (*n* = 3 transwells or chips), *p* < 0.05. The chip shows susceptibility to radiation that is evidenced by the overexpression of several markers. **f** Heatmap showing cytokine profiles of transwells at 6 h and 24 h post-radiation. At 6 h, the transwells exhibit an upregulation of IL-6, IL-8 and ICAM-1 but at 24 h, no effect of radiation exposure is observed. *n* = 3 transwells. **g** Quantification of % nuclei expressing nuclear foci in response to radiation in transwells vs chips. Data shown are mean +/− S.D. Two-tailed Student’s *t* test with Welch’s correction, *n* = 6 frames from 2 biological replicates, *F* = 1.88, DF = 5, *p* < 0.0001.

We then investigated how radiation exposure influences PMBC recruitment over time. When immune cells were perfused through the vascular channels of the Lung Alveolus Chip and exposed to 16 Gy radiation, 10 times more PBMCs bound to the endothelium compared to control non-radiated chips when analyzed 6 h later, and this recruitment increased by almost 5-fold more (levels in radiated chips ~46 times higher than control) by 7 days after radiation (Fig. 2d and Supplementary Fig. S1h).

Importantly, when similar studies were carried out by adding PBMCs to irradiated static Transwell co-cultures lined by human lung alveolar epithelium and microvascular endothelium interfaced across a rigid, porous, ECM-coated membrane and cultured in the same medium, we did not observe any of these classic hallmarks of RILI. Transwell cultures failed to mimic the hypertrophy of the alveolar cells (Supplementary Fig. S2a, b), increase in barrier permeability (Supplementary Fig. S2c), or changes in gene expression (Fig. 2e) observed in response to radiation exposure in the Alveolus Chips. At the RNA level (Fig. 2e), the endothelium in these static cultures overexpress the leukocyte adhesion marker *ICAM-1* but did not display other gene expression changes that are characteristic of RILI in vivo which were observed on-chip (e.g., increased expression of *HMOX1, ACTA2, DDIT3*, etc.). Similarly, while exposure of Transwell cultures to radiation induced an initial increase in cytokines like ICAM-1, MCP-1, IL-6 and IL-8 at 6 h post-radiation, the levels of these inflammatory cytokines returned to baseline levels by 24 h and there were no significant differences compared to controls (Fig. 2f). Furthermore, cells irradiated on Transwells exhibited a lower number of nuclear 53bp1 foci indicating reduced DNA damage in response to the same 16 Gy radiation exposure (Fig. 2g). Thus, these results demonstrate the importance of the ability of the microfluidic Lung Alveolus Chip to recreate the local physical microenvironment experienced by breathing lung alveolar tissues in vivo, including fluid flow and cyclic mechanical deformations (as well as an ALI), when attempting to model RILI in vitro.

Taken together, these studies established that the human breathing Lung Alveolus Chip can recapitulate key hallmarks of RILI in vitro, including DNA damage, junction disruption, increased barrier permeability and a heightened inflammatory response, whereas the same cells cultured under static conditions do not. Importantly, a radiation dose of 16 Gy and the presence of PBMCs were both necessary to capture this acute lung injury response on-chip.

### DNA damage and cell cycle arrest dominate early phase of RILI

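RNA was taken from the alveolar epithelium and from the lung microvascular endothelium of Lung Alveolus Chips cultured with PBMCs, 6 h and 7 d after exposure to 16 Gy or 0 Gy. The epithelium consisted of primary human alveolar epithelial cells in the upper channel of the chip, and the endothelium of primary human lung microvascular endothelial cells in the lower channel, whose lysate was collected while the upper channel was blocked. Each of the 8 combinations of layer, dose and time had 3 libraries, giving 24 libraries. The authors selected polyadenylated RNA, sequenced it on an Illumina HiSeq, mapped the trimmed reads to GRCh38 with STAR and counted the reads hitting a single gene with Subread. These counts carried no normalization and were taken as they are. Each library had a count for 57500 genes, of which 56410 could be given a symbol. Between 24688317 and 40930814 reads per library were counted on genes, with a median of 27349859 over the 12 libraries at 6 h and 36798556 over the 12 libraries at 7 d. The paper's text does not say which libraries were sequenced together, so the time point and a sequencing batch cannot be told apart, whereas the comparisons of 16 Gy with 0 Gy lay within a time point. Radiated libraries were compared with 0 Gy libraries of the same layer and time by edgeR's quasi-likelihood test after TMM normalization, over the genes with at least 3 reads in at least 20% of the libraries of either dose. Differentially expressed genes had an adjusted p (Benjamini-Hochberg) of at most 0.01 and a log2 fold change of at least 0.5 in either direction. Expression levels are in CPM, edgeR's counts scaled by effective library size, given as mean ± SD over n = 3 libraries. Lists of genes were tested with fgsea on the log2 fold changes, which gives a normalized enrichment score (NES) that is positive for a list higher in radiated chips, with Benjamini-Hochberg adjustment over the lists of a comparison and a threshold of 0.05. The hallmark, KEGG, Reactome and GO collections were not used here, so these lists share the theme of a pathway and not its exact genes. The summed level of 18 endothelial marker genes was 1249 ± 223 CPM in the 0 Gy endothelium at 6 h and 172 ± 9.55 CPM in the epithelium. That of 22 epithelial marker genes was 20950 ± 978 CPM in the epithelium and 18940 ± 794 CPM in the endothelium, where the median marker gene stood at 80.7% of its epithelial level. The endothelial libraries thus held transcripts of epithelial marker genes at a level close to that of the epithelial libraries, which limits every value given for the endothelium.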

We also carried out transcriptomic analyses to further understand the mechanistic pathways underlying acute RILI in the human Lung Alveolus Chip. At 6 h post radiation exposure, 11976 genes were detected in the epithelium and 19661 genes in the endothelium with 217 genes differentially expressed (37 upregulated and 180 downregulated) in chips exposed to 16 Gy versus controls (Fig. 3a, b). 

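In the epithelium at 6 h, 22400 genes passed the filter on low counts and 186 were differentially expressed after 16 Gy, with 27 upregulated and 159 downregulated. In the endothelium, 22574 genes passed the filter and 198 were differentially expressed, with 12 upregulated and 186 downregulated. Counted over both layers, 324 genes were differentially expressed in the epithelium, the endothelium or both, 37 of them upregulated and 287 downregulated. The values of the radiated and the 0 Gy libraries did not overlap for 21.2% of the genes tested in the epithelium and 18.0% of those in the endothelium, where chance gives 10%. In a single fit to all 24 libraries the number of differentially expressed genes was 23 in the epithelium and 28 in the endothelium. Single libraries also weighed on the numbers. The epithelium had 15 differentially expressed genes without 0 Gy replicate 2, 57 without 0 Gy replicate 3 and 420 without 16 Gy replicate 3, and the endothelium had 121 without 0 Gy replicate 2. The difference of the 16 Gy effect between the layers was tested as an interaction in edgeR over 29323 genes, with the libraries taken as independent, and 0 genes passed the threshold, with 1182 at an unadjusted p under 0.05. This interaction used the single fit, which found few of the genes called in each layer alone, so it cannot show that the layers responded alike.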

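At 6 h, upregulated genes made up 14.5% of the differentially expressed genes of the epithelium and 6.06% of those of the endothelium. With libraries scaled by their totals in place of TMM, the share in the epithelium was 35.3%, because 55 genes in place of 159 were called downregulated. Both layers shared 60 differentially expressed genes that moved the same way, 2 up and 58 down, and 0 that moved in opposite ways. The largest falls in both layers were those of KIF20A, PLK1 and PIF1. KIF20A encodes a kinesin of the dividing cell and lies on chromosome 5 from 138178719 to 138187715 of GRCh38. Its level in the epithelium was 25.2 ± 4.25 CPM at 0 Gy and 4.81 ± 0.991 CPM at 16 Gy, a log2 fold change of -2.38 (standard error 0.16, adjusted p = 3.0e-06 by edgeR). In the endothelium it fell from 62.6 ± 14.3 to 7.66 ± 0.831 CPM, a log2 fold change of -3.03 (standard error 0.15, adjusted p = 6.5e-08). The mitotic kinase gene PLK1, on chromosome 16 from 23677656 to 23690367, had log2 fold changes of -2.03 in the epithelium (adjusted p = 1.4e-05) and -2.10 in the endothelium (adjusted p = 3.7e-07). For the helicase gene PIF1, on chromosome 15 from 64815632 to 64825668, they were -1.87 (adjusted p = 0.00365) and -2.23 (adjusted p = 6.7e-05), and in the epithelium PIF1 missed the threshold without 0 Gy replicate 2 (adjusted p = 0.0392). HMMR and TOP2A, which are labelled in the plots of Fig. 3, fell in both layers, by 1.67 and 1.02 on the log2 scale in the epithelium and by 2.09 and 1.57 in the endothelium, all past the threshold. The largest rises in the epithelium were those of ARC, SYNM and HSPA1L, with log2 fold changes of 1.72, 1.65 and 1.42. In the endothelium they were those of CBARP and of the histone genes H3C10 and H2BC5, with log2 fold changes of 0.92, 1.23 and 1.10.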

Interestingly, most genes were suppressed by exposure to radiation (Fig. 3a, b) and 85 of the 217 genes altered their expression in response to radiation exposure in both the epithelium and endothelium (Supplementary Fig. S3a); all but 3 of these common genes also were downregulated rather than being induced by radiation (Supplementary Fig. S3b, c). Unsupervised principal-component analysis (PCA) of RNA seq clustering data demonstrated two distinct gene expression clusters in both the epithelium and endothelium for radiated and not radiated cultures (Supplementary Fig. S3d, e). 

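The principal components were computed from the log2 CPM of all genes that passed the filter, separately for the 6 libraries of each layer. In the epithelium at 6 h, the first component held 30.7% of the variance, and the scores of the 0 Gy libraries ran from -38.0 to -14.4 and those of the radiated libraries from 6.00 to 54.9. In the endothelium it held 26.3% of the variance, with scores from -38.5 to -14.5 at 0 Gy and from 20.1 to 37.3 at 16 Gy. The doses thus did not overlap on the first component of either layer, and the gap between them was 20.4 in the epithelium and 34.7 in the endothelium. They overlapped on the second component, which held 19.1% of the variance in the epithelium and 20.5% in the endothelium. With the 500 most variable genes, or with DESeq2's variance stabilizing transformation, the first component again kept the doses apart in both layers. A separation on the first of several components of 6 libraries carries no p-value here.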

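At 6 h, the list of 54 G2/M genes was lower in radiated chips in both layers, with an NES of -2.45 in the epithelium (adjusted p = 1.0e-09 by fgsea) and -2.23 in the endothelium (adjusted p = 6.2e-10). Of these genes, 51 were lower in the epithelium, with a median log2 fold change of -0.73, and 54 were lower in the endothelium, with a median of -1.10. Over all genes tested, 28 of them were called downregulated in the epithelium and 45 in the endothelium, against 35 and 45 adjusted over the list alone. The list of DNA replication genes and E2F targets moved the other way. Its NES was 1.68 in the epithelium (adjusted p = 0.0117) and 1.56 in the endothelium (adjusted p = 0.0244), and 55 and 51 of its 55 genes were higher, with median log2 fold changes of 0.29 and 0.17. Few of these genes passed the threshold on their own: 1 in the epithelium and 2 in the endothelium over all genes, and 8 and 3 adjusted over the list alone. E2F1 itself, on chromosome 20 from 33675683 to 33686404, had a log2 fold change of 0.496 in the epithelium (adjusted p = 0.0183 by edgeR), short of the threshold, and 0.65 in the endothelium (adjusted p = 0.00319). Without 16 Gy replicate 2 the endothelial value of E2F1 was 0.53 (adjusted p = 0.0229). The S phase list had an NES of 1.60 in the epithelium (adjusted p = 0.0246) and 1.42 in the endothelium (adjusted p = 0.109), and the p53 target list had -1.16 (adjusted p = 0.445) and 1.14 (adjusted p = 0.418). These results depended on the test: under camera with a correlation estimated from the data, the adjusted p of the G2/M list was 0.168 in the epithelium and 0.0441 in the endothelium, and that of the E2F list 0.317 and 0.392.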

Gene set enrichment analysis (GSEA) of the hallmark pathways revealed downregulation of pathways involving the G2M checkpoint, E2F targets and mitotic spindle in the epithelium as well as endothelium (Fig. 3c, d, Supplementary Tables S1, S2), which is consistent with similar DNA damage to both lung tissues in response to radiation, as indicated by the 53bp1 staining (Fig. 1c, d). However, the endothelium also exhibited upregulation of immune response and allograft rejection pathways that generally represent a protective response to injury^22^ (Fig. 3d). 

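In the endothelium at 6 h, none of the immune lists was higher in radiated chips past the threshold of 0.05. The list of NF-κB and inflammatory response genes had an NES of -0.75 (adjusted p = 0.898 by fgsea), with 21 of its 45 genes higher, and the list of cytokines, chemokines and their receptors an NES of -1.403 (adjusted p = 0.109). The list of interferon-stimulated genes was lower, with an NES of -1.83 (adjusted p = 5.9e-04) and 47 of 49 genes lower; 1 of them was called downregulated over all genes and 7 adjusted over the list alone. The marker lists of T and NK cells, of B cells and plasma cells, of monocytes and macrophages and of all leukocytes had NES values of -1.36, -0.83, -0.84 and -1.10, with adjusted p values from 0.221 to 0.787. In the epithelium, the interferon-stimulated genes were also lower, with an NES of -2.11 (adjusted p = 4.4e-05) and 0 genes called downregulated, 0 adjusted over the list alone. The epithelial NES was -1.34 for the NF-κB list (adjusted p = 0.172) and -1.52 for the cytokine list (adjusted p = 0.0529). Differences between the layers were tested gene by gene and not for lists.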

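The list of 50 genes of the mitotic spindle and cytokinesis had an NES of -2.43 in the epithelium (adjusted p = 1.3e-09 by fgsea) and -2.22 in the endothelium (adjusted p = 2.9e-10) at 6 h. In radiated chips, 47 of these genes were lower in the epithelium and 50 in the endothelium, with median log2 fold changes of -0.72 and -1.08. The number called downregulated was 24 in the epithelium and 41 in the endothelium over all genes, and 30 and 44 adjusted over the list alone. The list shares genes with the G2/M list, so the results for both rest partly on the same genes. Under fry the adjusted p of the spindle list was 0.0762 in the epithelium and 0.0324 in the endothelium.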

Gene ontology (GO) analysis similarly showed downregulation of cell division pathways relating to mitotic spindle formation, nuclear division, cytokinesis, and chromatid segregation in both lung tissue types (Supplementary Fig. S3f and Tabled S3 & S4). 

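EDN1 encodes endothelin-1 and lies on chromosome 6 from 12290363 to 12297194 of GRCh38. At 6 h its level in the endothelium fell from 42.0 ± 7.01 CPM at 0 Gy to 21.5 ± 3.89 CPM at 16 Gy, a log2 fold change of -0.97 (standard error 0.13, adjusted p = 5.9e-04 by edgeR), and it was lower in every radiated library than in every 0 Gy library. In the epithelium EDN1 had a log2 fold change of -0.54 (standard error 0.21, adjusted p = 0.202). RUNX3, on chromosome 1 from 24899511 to 24965121, had log2 fold changes of 0.29 in the epithelium (adjusted p = 0.509) and -0.40 in the endothelium (adjusted p = 0.236). TGFB1, on chromosome 19 from 41301587 to 41353911, had -0.16 (adjusted p = 0.412) and -0.24 (adjusted p = 0.304). CXCL8, on chromosome 4 from 73740506 to 73743716, had -0.36 in the epithelium (adjusted p = 0.375) and 0.45 in the endothelium, where its level went from 9.88 ± 2.19 to 13.5 ± 4.70 CPM (adjusted p = 0.350). RUNX3, TGFB1 and CXCL8 missed the threshold in both layers under every alternative analysis of the fit. PECAM1, on chromosome 17 from 64319415 to 64413776, fell in the endothelium from 268 ± 33.0 to 172 ± 25.3 CPM, a log2 fold change of -0.64 (standard error 0.10, adjusted p = 0.00277). It missed the threshold without 0 Gy replicate 2 (adjusted p = 0.0138), without 16 Gy replicate 2 (adjusted p = 0.0317) and without 16 Gy replicate 3 (adjusted p = 0.0135). The other 17 endothelial marker genes were also lower in radiated chips, with log2 fold changes from -1.13 to -0.27 and a median of -0.64. The level of PECAM1 in the endothelium thus fell with that of the endothelial marker genes as a group. The log2 fold change of EDN1 there lay within the same range. A smaller share of endothelial RNA was thus not told apart from lower expression of either gene.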

Our transcriptomic data also revealed that *EDN1*, *RUNX3*, *TGFB1*, and *CXCL8* genes are all upregulated in response to 16 Gy radiation (Fig. 3a, b), while there was a decrease in *PECAM1* expression and loss of endothelial cell-cell junctions (Supplementary Fig. S1d). This is consistent with the induction of an endothelial-mesenchymal transition that has been previously described in models of radiation-induced injury^32^, which causes endothelial cells to lose their polarity and become more migratory and invasive into surrounding tissues^33^.

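The list of 39 genes of mesenchymal transition was lower in the radiated endothelium at 6 h, with an NES of -1.88 (adjusted p = 1.9e-04 by fgsea), 34 genes lower and a median log2 fold change of -0.53. Of these genes 12 were called downregulated over all genes tested and 19 adjusted over the list alone, and 0 were called upregulated. In the epithelium the list had an NES of 1.07 (adjusted p = 0.606), with 28 genes higher and 11 lower. There 0 of the genes were called upregulated and 1 downregulated over all genes, against 4 and 2 adjusted over the list alone. The endothelial marker list, which includes PECAM1, had an NES of -1.78 in the endothelium (adjusted p = 0.00173), with 18 of 18 genes lower, 4 called downregulated over all genes and 12 adjusted over the list alone. Its median log2 fold change there was -0.64, against -0.03 for the epithelial marker list. A smaller share of endothelial RNA in the radiated libraries may thus account for part of the fall of the mesenchymal list, and this was not tested apart. The paper treats the lower expression of cell cycle pathways in both layers as compatible with similar DNA damage in both tissues, which it reads from the 53bp1 staining. It treats the changes it reports for EDN1, RUNX3, TGFB1, CXCL8 and PECAM1 and the loss of endothelial junctions as compatible with an endothelial-mesenchymal transition.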

**Fig. 3:**
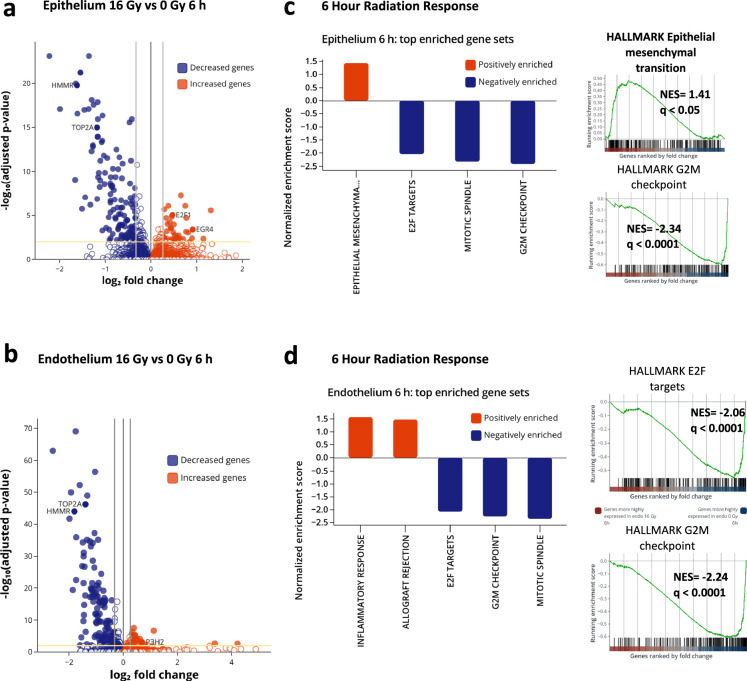
Transcriptomic analyses shows that DNA damage and cell cycle arrest are early effects of radiation. **a** Volcano plot of differentially expressed genes (DEGs) of alveolar epithelium, 6 h after radiation exposure, for adjusted *p* < 0.01. **b** Volcano plot of differentially expressed genes (DEGs) of endothelium, 6 h after radiation exposure, for adjusted *p* < 0.01. Adjusted *p*-values were obtained by applying Bonferroni correction for multiple comparison. **c** GSEA of Hallmark gene sets on the epithelium showing downregulation of hallmark E2F targets, mitotic spindle, and G2M checkpoints and upregulation of EMT, with *q* < 0.05. **d** GSEA of the endothelium showing downregulation of hallmark E2F targets, G2M checkpoints, and mitotic spindle, and upregulation of inflammatory responses. Plots created with Pluto (https://pluto.bio).

### Sustained inflammation is observed 7 d post-radiation

In contrast, when we analyzed similar responses at 7 days after radiation exposure, greater changes in gene expression were observed in the vascular endothelium compared to the alveolar epithelium (Fig. 4). 

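The effect of 16 Gy at 7 d was compared between the layers by an interaction test in edgeR over 29323 genes, with all 24 libraries in 1 fit and taken as independent. It passed the threshold for 191 genes, 99 with the larger log2 fold change in the endothelium and 92 with the larger one in the epithelium. With DESeq2 in place of edgeR, 579 genes passed. Radiated libraries of the layers with the same replicate number deviated together at 7 d, and with the replicate number as a block across the layers, an analysis chosen after seeing the data, 1790 genes passed, so the number rests on whether the libraries are taken as paired. Among the genes with a difference was CXCL8, whose log2 fold change was 3.496 larger in the endothelium than in the epithelium (standard error 0.48, adjusted p = 2.1e-04). The change of the 16 Gy effect between 6 h and 7 d passed the threshold for 10 genes in the epithelium and 278 in the endothelium.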

At this later time point, 595 genes were differentially expressed in the epithelium in response to radiation with 1519 genes changed in the endothelium and 111 genes changing in both (Supplementary Fig. S4a). In contrast to the 6 h time point, more genes were upregulated than downregulated in both tissue types (Supplementary Fig. 4b, c). 

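In the epithelium at 7 d, 25806 genes passed the filter on low counts and 0 were differentially expressed, with 2899 genes at an unadjusted p under 0.05. In the endothelium, 339 of 26665 genes were differentially expressed, and 0 genes were differentially expressed in both layers. These numbers depended on the filter on low counts. Without it, 476 genes were differentially expressed in the epithelium, 1475 in the endothelium and 135 in both, 99 that moved the same way and 36 that moved in opposite ways. Libraries of the epithelium at 7 d with the same replicate number deviated together, and with the replicate number as a block 206 genes were differentially expressed there, 98 upregulated and 108 downregulated. With DESeq2, 2 genes were differentially expressed in the epithelium and 1052 in the endothelium. Single libraries also decided the numbers. The epithelium had 363 differentially expressed genes without 16 Gy replicate 1. The endothelium had 70 without 0 Gy replicate 1, 18 without 0 Gy replicate 2, 41 without 0 Gy replicate 3, 156 without 16 Gy replicate 2 and 1038 without 16 Gy replicate 3. The doses did not overlap for 15.7% of the genes tested in the epithelium and for 28.4% in the endothelium.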

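Of the differentially expressed genes of the endothelium at 7 d, 280 were upregulated and 59 downregulated. In the epithelium, where no gene passed the threshold, the direction depended on the analysis. More genes were upregulated than downregulated without the filter on low counts (319 against 157) and without 16 Gy replicate 1 (195 against 168). With the replicate number as a block, fewer were upregulated than downregulated (98 against 108). The median log2 fold change over all genes tested was 0.06 in the epithelium and 0.05 in the endothelium. ACOD1, GNLY and CCL4 had the largest rises in the endothelium. The first of these, on chromosome 13 from 76948497 to 76958642 of GRCh38, rose from 0.0721 ± 0.0847 to 6.08 ± 2.81 CPM (log2 fold change 6.36, standard error 0.66, adjusted p = 0.00129 by edgeR). GNLY, a gene of cytotoxic lymphocytes on chromosome 2 from 85685175 to 85698854, and the chemokine gene CCL4, on chromosome 17 from 36103590 to 36105621, had log2 fold changes of 5.13 (adjusted p = 0.00212) and 4.40 (adjusted p = 0.00253). The largest falls were those of HP, CHI3L1 and SELENOP. HP, the haptoglobin gene on chromosome 16 from 72054592 to 72061055, fell from 56.8 ± 17.1 to 5.62 ± 2.605 CPM (log2 fold change -3.34, standard error 0.33, adjusted p = 9.8e-04), CHI3L1 had a log2 fold change of -3.32 (adjusted p = 0.00499) and SELENOP of -3.18 (adjusted p = 0.00133).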

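At 7 d, the first principal component held 41.8% of the variance of the epithelial libraries, with scores from -44.3 to -19.6 at 0 Gy and from -15.6 to 108 at 16 Gy. The gap between the doses was 3.98, while the radiated libraries alone spread from -15.6 over 8.47 to 108, the last being 16 Gy replicate 3. In the endothelium it held 45.6%, with scores from -52.4 to -46.8 at 0 Gy, from 12.5 to 103 at 16 Gy and a gap of 59.2. The gap of the epithelium was smaller than the spread within either dose and that of the endothelium larger than the spread of its 0 Gy libraries and smaller than that of its radiated libraries. The doses stayed apart on the first component of both layers with the 500 most variable genes, where the gap was 1.26 in the epithelium and 42.5 in the endothelium, and after DESeq2's variance stabilizing transformation.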

Unsupervised PCA of RNA seq clustering data again revealed 2 distinct gene expression clusters in both tissue types in radiated Alveolus Chips compared to controls (Supplementary Fig. S4d, e). 

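In the epithelium at 7 d, the list of DNA replication genes and E2F targets had an NES of 1.53 (adjusted p = 0.0450 by fgsea) and the S phase list an NES of 1.49 (adjusted p = 0.0494), both higher in radiated chips. All 55 and 43 of their genes had higher means at 16 Gy, with median log2 fold changes of 0.4999 and 0.45, but 0 genes of the E2F list passed the threshold of differential expression on their own, also adjusted over the list alone, and 0 of the S phase list, 3 adjusted over the list alone. The G2/M list had an NES of 1.31 (adjusted p = 0.202) and the list of the mitotic spindle and cytokinesis an NES of 1.36 (adjusted p = 0.126), higher and short of the threshold, with 49 of 54 and 49 of 50 genes higher. In the endothelium these lists were lower, with an NES of -1.94 for G2/M (adjusted p = 6.4e-04), 46 genes lower and a median log2 fold change of -0.23, and an NES of -2.04 for the spindle list (adjusted p = 4.1e-04). Of either list 0 genes were called downregulated there, also adjusted over the list alone. The endothelial NES was 0.93 for the E2F list (adjusted p = 0.694) and 0.98 for the S phase list (adjusted p = 0.626). The 2 rises of the epithelium lay near the threshold: the adjusted p of the E2F list was 0.204, 0.113 and 0.203 without 0 Gy replicate 1, 0 Gy replicate 3 and 16 Gy replicate 2, and that of the S phase list 0.204, 0.108, 0.144 and 0.228 without 0 Gy replicates 1, 2 and 3 and 16 Gy replicate 2, and 0.0664 with the replicate block. For the G2/M and spindle lists the epithelial direction and call rested on single libraries: without 16 Gy replicate 2 the NES was -1.04 and -1.18, while both lists passed the threshold as higher without 16 Gy replicate 1 (adjusted p = 0.0238 and 0.0208) and without 16 Gy replicate 3 (NES 1.96 and 2.11, adjusted p = 6.2e-04 and 2.3e-05). Their fall in the endothelium missed the threshold without 16 Gy replicate 3, with an NES of -0.83 and -0.70 (adjusted p = 0.958 and 0.982). Between 6 h and 7 d, the 16 Gy effect on KIF20A rose by 3.27 on the log2 scale in the epithelium (adjusted p = 0.00301 for the interaction in edgeR) and by 2.41 in the endothelium (adjusted p = 0.00230), and that on PLK1 rose by 2.6005 in the epithelium (adjusted p = 0.00864). At 7 d KIF20A itself had log2 fold changes of 0.88 (adjusted p = 0.401) in the epithelium and -0.62 (adjusted p = 0.179) in the endothelium.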

Interestingly, GSEA demonstrated that the hallmark cell cycle pathways that were previously downregulated at 6 h were upregulated at 7 days (Fig. 4c, d, Supplementary Tables S5 and S6). This is consistent with the analysis of reactome pathways that showed an increase in DNA repair, including base excision repair, and activation of ataxia telangiectasia and Rad3-related protein (ATR) in response to replication stress, as well as an increase in senescence and senescence-associated secretory phenotype. 

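Repair, ATR and senescence pathways were not analysed here as such, and none of the lists tested stands in for them. At 7 d the NES of the p53 target list was -1.06 in the epithelium (adjusted p = 0.446 by fgsea) and 0.73 in the endothelium (adjusted p = 0.918), with 16 and 16 of 32 genes higher and 1 called upregulated in the endothelium, 2 adjusted over the list alone. The paper's hallmark table for the epithelium at 7 d has the p53 pathway lower. CDKN1A, which encodes the cell cycle inhibitor p21 and lies on chromosome 6 from 36676460 to 36687339, went from 178 ± 29.1 to 362 ± 37.5 CPM in the endothelium (log2 fold change 1.03, standard error 0.14, adjusted p = 0.00359 by edgeR) and from 516 ± 113 to 383 ± 69.6 CPM in the epithelium (log2 fold change -0.43, adjusted p = 0.404). Its 16 Gy effect differed between the layers by 1.44 (adjusted p = 0.00180 for the interaction). The call in the endothelium was lost when some single libraries were left out, with an adjusted p of 0.0259 without 0 Gy replicate 2.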

GSEA analysis of the KEGG pathways also revealed upregulation of cytosolic DNA sensing in response to radiation in the epithelium (Fig. 4c), most likely mediated by induction of *ZBP1*^34^. 

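The list of 37 genes of cytosolic DNA sensing had an NES of 0.75 in the epithelium at 7 d (adjusted p = 0.915 by fgsea), with 23 genes higher and 14 lower, a median log2 fold change of 0.09 and 0 genes called upregulated, also adjusted over the list alone. ZBP1 encodes a sensor of nucleic acids and lies on chromosome 20 from 57603846 to 57620576 of GRCh38. Its level in the epithelium was 5.01 ± 0.614 CPM at 0 Gy and 8.69 ± 3.38 CPM at 16 Gy, a log2 fold change of 0.80 (standard error 0.27, adjusted p = 0.380 by edgeR), and it was higher than in every 0 Gy library in 2 of 3 radiated libraries. In the endothelium the log2 fold change of ZBP1 was 1.08 (adjusted p = 0.0778), and it passed the threshold with DESeq2 (adjusted p = 0.00838) and without the filter on low counts (adjusted p = 0.00152). A difference between the layers in ZBP1 did not pass the interaction test. From the enrichment of the pathway, the paper proposes that ZBP1 mediates it.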

Interferons are known to induce overexpression of *ZBP1*^35^, and they are upregulated in response to radiation in the epithelium as well (Fig. 4a). 

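The interferon genes were counted at low levels in the epithelium at 7 d, all with means under 1 CPM. IFNL1, on chromosome 19 from 39296325 to 39298673, had 0.143 ± 0.0488 CPM at 0 Gy and 0.987 ± 0.541 CPM at 16 Gy, and the values of the doses did not overlap (log2 fold change 2.79, standard error 0.58, adjusted p = 0.376 by edgeR). It passed the threshold without 16 Gy replicate 1 (adjusted p = 0.00298), with the replicate block (adjusted p = 0.00985) and without the filter on low counts (adjusted p = 4.8e-04). IFNL2, IFNL3 and IFNB1 had log2 fold changes of 1.67, 1.47 and 0.54, with adjusted p values of 0.539, 0.548 and 0.824. These rises rested on 16 Gy replicate 3, without which they were -1.0005, -0.24 and -0.25. IFNL2 and IFNL3 are near-identical copies on chromosome 19, so reads mapped to a single place can divide between them and their separate values are uncertain. The list of interferon-stimulated genes had an NES of 1.42 in the epithelium (adjusted p = 0.116 by fgsea), with 44 of 49 genes higher, a median log2 fold change of 0.35 and 0 called upregulated, also adjusted over the list alone. It passed the threshold without 16 Gy replicate 1 (NES 1.50, adjusted p = 0.0395) and without 16 Gy replicate 3 (NES 1.64, adjusted p = 0.0464).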

Cytokine-cytokine receptor interactions and chemokine signaling pathways were also upregulated at this late time after exposure to radiation and this was accompanied by increases in expression of several inflammatory markers, including *IL6*, *IL8*, interferon Lambda 1 (*IFNL1*), and C-C Motif Chemokine Receptor 1 (*CCR1*), as well as general upregulation of interferon pathways, in the alveolar epithelium (Fig. 4a, c and Supplementary Fig. S4f, Supplementary Table S7).

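In the epithelium at 7 d, the list of cytokines, chemokines and their receptors had an NES of 1.27 (adjusted p = 0.218 by fgsea), with 39 of 62 genes higher and 0 called upregulated, also adjusted over the list alone. IL6, on chromosome 7 from 22725884 to 22732002, went from 8.72 ± 3.76 CPM at 0 Gy to 24.7 ± 18.1 CPM at 16 Gy (log2 fold change 1.51, standard error 0.40, adjusted p = 0.378 by edgeR) and was above every 0 Gy library in 2 of 3 radiated libraries. CCR1, on chromosome 3 from 46201709 to 46208396, went from 0.257 ± 0.116 to 2.29 ± 2.43 CPM without overlap between the doses (log2 fold change 3.18, standard error 0.73, adjusted p = 0.376). CCR1 passed the threshold with the replicate block (adjusted p = 0.00830). Without 16 Gy replicate 1, both IL6 (adjusted p = 0.00458) and CCR1 (adjusted p = 6.2e-04) passed the threshold. CXCL8, which encodes IL8, was lower in radiated chips, with 115 ± 66.9 CPM at 0 Gy, 71.6 ± 21.4 CPM at 16 Gy and a log2 fold change of -0.68 (standard error 0.36, adjusted p = 0.472). It stayed lower in each fit that left out a library, with log2 fold changes from -1.07 to -0.22, and it passed the threshold as a fall without the filter on low counts (adjusted p = 0.00187).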

**Fig. 4:**
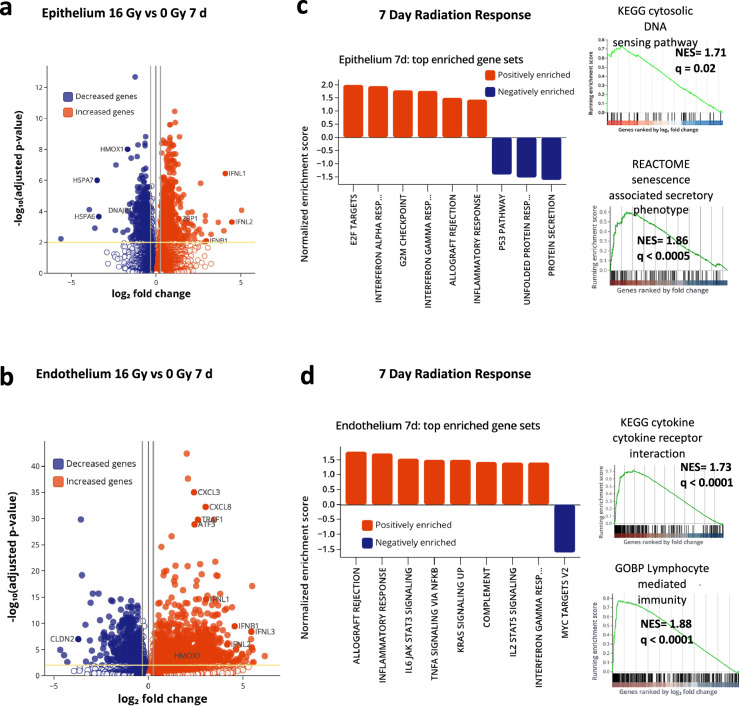
Progressive inflammation and higher endothelial susceptibility to radiation-injury 7d post radiation. **a** Volcano plot of differentially expressed genes (DEGs) of alveolar epithelium, 7 d after radiation exposure signaling, for adjusted *p* < 0.01. **b** Volcano plot of differentially expressed genes (DEGs) of the endothelium 7 d after radiation exposure, for adjusted *p* < 0.01. Adjusted *p*-values were obtained by applying Bonferroni correction for multiple comparison. **c** GSEA of Hallmark gene sets of the epithelium showing upregulation of hallmark interferon response, cytosolic DNA sensing pathways and senescence associated secretory pathways, heatmaps showing top genes affected in the upregulation of cytosolic DNA sensing and chemokine. **d** GSEA of Hallmark gene sets on the endothelium showing upregulation of inflammatory response, TNF-a signaling, complement activation. GSEA was also performed for gene sets of Reactome, KEGG and GO: biological process and showed upregulation of the cytokine expression and NF-kB signaling. Representative enrichment plots showing increased cytokine-cytokine receptor interaction, lymphocyte mediated immunity are shown here. Plots created with Pluto (https://pluto.bio).

In contrast, GSEA analysis of the vascular endothelium revealed significant upregulation of immune response, inflammatory response, and allograft rejection pathways mediated by TNF-α signaling via NF-κB, KRAS signaling, complement activation, IL2 STAT5 signaling, IL6 JAK-STAT3 and IFN-γ response pathways (Fig. 4b, d and Supplementary Fig. S4f, Supplementary Table S8). 

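In the endothelium at 7 d, the list of NF-κB and inflammatory response genes had an NES of 1.53 (adjusted p = 0.0144 by fgsea), with 39 of 45 genes higher in radiated chips and a median log2 fold change of 0.94. Of these genes 17 were called upregulated and 0 downregulated over all genes tested, against 28 and 2 adjusted over the list alone. The list of cytokines, chemokines and their receptors had an NES of 1.64 (adjusted p = 0.00105), with 56 of 69 genes higher, 28 called upregulated and 0 downregulated, against 37 and 2 adjusted over the list alone. The interferon-stimulated genes had an NES of 1.37 (adjusted p = 0.105), with 45 of 49 genes higher, 4 called upregulated and 17 adjusted over the list alone, and cytosolic DNA sensing genes an NES of 1.31 (adjusted p = 0.135). The marker genes of leukocytes, the cells perfused through the endothelial channel as PBMCs, rose in the same libraries. The NES was 2.01 for T and NK cell markers (adjusted p = 2.5e-07), 1.89 for B cell and plasma cell markers (adjusted p = 1.1e-05), 1.90 for monocyte and macrophage markers (adjusted p = 1.2e-05) and 1.80 for pan-leukocyte markers (adjusted p = 1.9e-04), with median log2 fold changes of 3.05, 2.71, 2.12 and 2.64. PTPRC, the gene of the leukocyte surface protein CD45, rose from 2.46 ± 0.649 to 25.1 ± 13.2 CPM (log2 fold change 3.36, adjusted p = 0.00145 by edgeR). In the epithelium, where PTPRC stood at 0.0811 ± 0.0624 and 0.101 ± 0.0295 CPM, the NF-κB list had an NES of 0.96 (adjusted p = 0.628), and the difference between the layers was not tested for lists. Without 0 Gy replicate 2 the endothelial NES of the NF-κB list was 1.41 (adjusted p = 0.0598) and without 0 Gy replicate 3 it was 1.35 (adjusted p = 0.0832).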

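Of the inflammatory genes of the endothelium at 7 d, IL1B, on chromosome 2 from 112829751 to 112836903, rose from 12.1 ± 0.609 CPM at 0 Gy to 47.6 ± 7.07 CPM at 16 Gy (log2 fold change 1.98, standard error 0.14, adjusted p = 3.0e-04 by edgeR). CXCL8 rose from 16.6 ± 0.849 to 118 ± 27.1 CPM (log2 fold change 2.83, standard error 0.17, adjusted p = 2.6e-04). Both passed the threshold whichever library was left out. IL16 and CXCL10 also passed it, with log2 fold changes of 2.63 (adjusted p = 0.00598) and 1.42 (adjusted p = 0.00766), but not without 0 Gy replicate 2, where their adjusted p was 0.0433 and 0.0576. TGFB1 rose from 65.6 ± 12.3 to 122 ± 36.1 CPM (log2 fold change 0.90, standard error 0.20, adjusted p = 0.0402) and missed the threshold, as did the receptor gene CXCR3, on chromosome X from 71615916 to 71618517, with a log2 fold change of 2.73 (standard error 0.49, adjusted p = 0.0157). With DESeq2 both passed, at adjusted p values of 0.00193 and 3.6e-05. IL10 had at most 3 counts in every 0 Gy library and was at least 2.88-fold higher at 16 Gy, where its level was 0.238 ± 0.0475 CPM (adjusted p = 0.130). IL6 and CCR1 rose in the endothelium as well, with log2 fold changes of 1.99 (adjusted p = 0.00201) and 2.44 (adjusted p = 0.00145), as did IFNL1 with 2.86 (adjusted p = 0.00160). IL6, CCR1 and IFNL1 also missed the threshold without 0 Gy replicate 2. IFNL2 and IFNL3 were at least 11.4-fold and 13.0-fold higher, with the division of reads between these copies uncertain. For IL1B the 16 Gy effect in the endothelium was 1.89 larger than in the epithelium (adjusted p = 2.1e-04 for the interaction) and 2.20 larger than at 6 h (adjusted p = 5.8e-05).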

Analysis of reactome pathways confirmed that the NF-κB pathway was upregulated in the endothelium within the irradiated Alveolus Chip, and that this was accompanied by progressive and sustained inflammation marked by the activation of late-stage inflammatory markers *ILIB, TGFB1, IL10*, and I*L16*, together with an upregulation of *CXCL8*, *CXCR3*, and *CXCL10* (Fig. 4d and Supplementary Fig. S4e). We also observed increased expression of the potent vasoactive peptide endothelin-1 (*EDN1*) as well as oxidized low-density lipoprotein receptor-1 (*OLR1*), which is a key molecule associated with endothelial dysfunction during atherosclerosis progression. In addition, GO analysis revealed an increase in vasculature development pathways (Supplementary Fig. S4f), which is consistent with induction of a healing response to endothelial injury.

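EDN1 rose in the endothelium at 7 d from 16.6 ± 8.48 to 40.0 ± 10.5 CPM without overlap between the doses, a log2 fold change of 1.26 (standard error 0.36, adjusted p = 0.0926 by edgeR) that missed the threshold. It passed with DESeq2 (adjusted p = 0.00807) and without the filter on low counts (adjusted p = 1.2e-05). Between 6 h and 7 d the 16 Gy effect on EDN1 in the endothelium rose by 2.23 on the log2 scale (standard error 0.45, adjusted p = 0.00671 for the interaction). OLR1, on chromosome 12 from 10158301 to 10172138 of GRCh38, rose from 7.82 ± 0.862 to 30.4 ± 2.53 CPM, a log2 fold change of 1.96 (standard error 0.14, adjusted p = 3.0e-04) that stayed between 1.88 and 2.05 when single libraries were left out. In the epithelium OLR1 had a log2 fold change of 0.31 (adjusted p = 0.572), and the layers differed by 1.63 (adjusted p = 0.00257 for the interaction).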

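The list of 44 angiogenesis genes had an NES of 0.78 in the endothelium at 7 d (adjusted p = 0.891 by fgsea), with 32 genes higher, 12 lower and a median log2 fold change of 0.35. Over all genes tested, 2 of them were called upregulated and 0 downregulated, against 3 and 2 adjusted over the list alone. Its sign changed without 0 Gy replicate 3, where the NES was -0.75, and under camera with a preset correlation of 0.01 the list was higher past the threshold (adjusted p = 0.0252). At 6 h the angiogenesis list was lower in the radiated endothelium, with an NES of -1.81 (adjusted p = 0.00148 by fgsea) and 39 of 44 genes lower. All 18 endothelial marker genes were lower in the same libraries, so a smaller share of endothelial RNA stays open there. The endothelial marker list had an NES of 0.61 at 7 d (adjusted p = 0.941). From the rise of the NF-κB pathway and of late-stage inflammatory genes, the paper states that inflammation in the irradiated endothelium was progressive and sustained. It treats the rise of vasculature development pathways as compatible with a healing response to endothelial injury.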

During lung injury, the removal of accumulated edema fluid in airspaces is facilitated by apical membrane epithelial Na^+^ channels and hence, impairment of active Na^+^ transport due to damage to the alveolo-capillary barrier can lead to reduced clearance of edema fluid from the alveolar space. 

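SCNN1A encodes the alpha subunit of the epithelial sodium channel and lies on chromosome 12 from 6346843 to 6377730 of GRCh38. At 6 h its level in the epithelium was 298 ± 33.7 CPM at 0 Gy and 265 ± 24.1 CPM at 16 Gy, a log2 fold change of -0.17 (standard error 0.09, adjusted p = 0.407 by edgeR), within the spread between the replicates and short of the threshold in every alternative analysis of the fit. At 7 d its level in the endothelium fell from 314 ± 35.5 to 192 ± 29.1 CPM without overlap between the doses, a log2 fold change of -0.71 (standard error 0.13, adjusted p = 0.0186). This missed the threshold, which it passed with DESeq2 (adjusted p = 4.7e-04), without the filter on low counts (adjusted p = 2.3e-05), in a single fit to all 24 libraries (adjusted p = 0.00263) and without 16 Gy replicate 3 (adjusted p = 9.7e-04). The 16 Gy effect on SCNN1A at 7 d was -1.18 on the log2 scale in the endothelium relative to that in the epithelium (adjusted p = 0.00287 for the interaction). SCNN1A stood at a similar level in the 0 Gy endothelium and in the 0 Gy epithelium at 6 h, 256 ± 37.0 CPM in the former, and thus shares the limit that the endothelial libraries held transcripts of epithelial genes.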

Interestingly, the radiated Alveolus Chips showed significant downregulation of the sodium channel gene *SCNN1A* in the epithelium at 6 h, and subsequently, in the endothelium at 7d as well. GO analysis of the transcriptomics data also revealed that the endothelium upregulates several pathways related to calcium and metal ion transport, which may contribute to disruption of the alveolar epithelial-endothelial barrier as well.

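The list of 103 genes of calcium and metal ion transport had an NES of 0.99 in the endothelium at 7 d (adjusted p = 0.626 by fgsea), with 53 genes higher, 50 lower and a median log2 fold change of 0.01. Over all genes tested, 3 were called upregulated and 1 downregulated, against 3 and 2 adjusted over the list alone. At 6 h the NES in the endothelium was 0.94 (adjusted p = 0.752). CLDN2, a gene of the cell junctions that Fig. 4b labels and that lies on chromosome X from 106900164 to 106930861, fell in the endothelium at 7 d from 2.33 ± 0.352 to 0.324 ± 0.272 CPM (log2 fold change -2.82, standard error 0.59, adjusted p = 0.0299 by edgeR) and passed the threshold with DESeq2 (adjusted p = 7.2e-05). From the ion transport pathways, the paper proposes a contribution to the disruption of the alveolar barrier.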

### Hemoxygenase as a central regulator of RILI

Both transcriptomic analyses (Fig. 3a, b) and qPCR (Fig. 5a) revealed that *HMOX1*, which converts heme to biliverdin, Fe^2+^, and CO as part of an anti-oxidant response (Fig. 5b)^36^, is upregulated in both the epithelium and the endothelium at 6 h post radiation. 

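HMOX1 lies on chromosome 22 from 35380361 to 35394214 of GRCh38 and encodes heme oxygenase-1. In the epithelium at 6 h it rose from 62.7 ± 10.8 CPM at 0 Gy to 114 ± 12.6 CPM at 16 Gy, a log2 fold change of 0.86 (standard error 0.11, adjusted p = 0.00116 by edgeR). Without 0 Gy replicate 2 the log2 fold change was 0.78 and missed the threshold (adjusted p = 0.0188). In the endothelium it rose from 29.4 ± 1.85 to 37.4 ± 2.56 CPM without overlap between the doses, a log2 fold change of 0.34 (standard error 0.08, adjusted p = 0.0410), under the minimum fold change of 0.5. Its adjusted p passed 0.01 without the filter on low counts (adjusted p = 0.00545), where the log2 fold change was 0.34. The difference between the layers at 6 h was -0.51 on the log2 scale (standard error 0.445) and did not pass the interaction test. That test used the fit to all 24 libraries, where the standard error was larger than in the separate fits. It thus cannot show that HMOX1 responded alike in both layers.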

Interestingly, however, while *HMOX1* levels dropped to baseline in the epithelium by day 7, they remained high in the endothelium at this time (Fig. 5a). Moreover, an independent analysis of the transcriptomics data using a Network Model for Causality-Aware Discovery (NeMoCAD) algorithm^37,38^ revealed that *HMOX1* and *IL6* were central targets in the top 10 (of 538) regulatory networks (Supplementary Fig. S4g). As the NeMoCAD algorithm has been previously used to predict therapeutic targets and repurpose drugs that reverse disease states^37,38^, this suggests that the initial upregulation of *HMOX1* may provide radioprotection and that elevation of *HMOX1* could alleviate radiation injury in the lung. But recent studies have indicated that *HMOX1* may play a dual role in lung injury apart from its beneficial anti-oxidant and anti-inflammatory properties, as it can also promote cell death via ferroptosis^39^. At 7 d post-irradiation, several ferroptosis markers were affected in the endothelium, and both downregulation of *GPX4* and upregulation of *PTGS2* and *CHAC1* were observed (Supplementary Fig. S5a), indicating that ferroptotic pathways may be active at this time^40,41^.

**Fig. 5:**
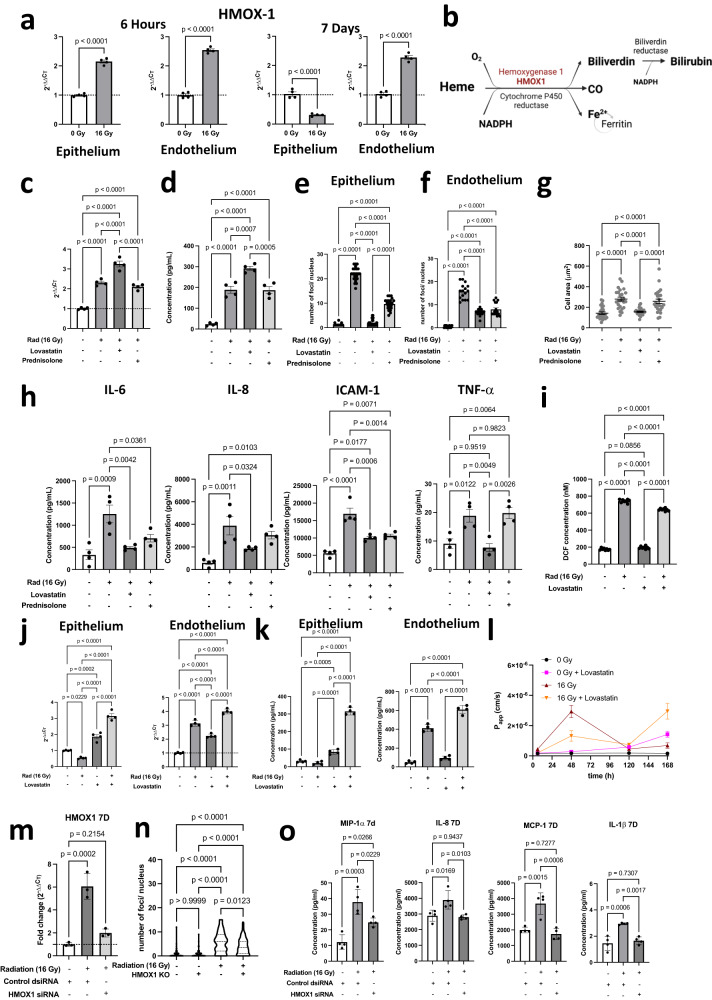
Identification of HO-1 as a therapeutic target for RILI and testing the effect of lovastatin and prednisolone on RILI. **a** Gene expression levels of *HMOX1* in the epithelium and endothelium at 6 h and 7d post radiation, Two-tailed Student’s *t* test with Welch’s correction *n* = 4 chips, F(epi 6 h) = 8.8, F(endo_6h) = 3.9, F(epi_7d) = 3.3, F(endo_7d) = 17.4, dF = 3, *p* < 0.001. **b** Pathway showing mechanism of action of *HMOX1* towards Bilirubin formation accompanied by the release of Fe^2+^ and CO (created with BioRender.com). **c** Effect of lovastatin and prednisolone of *HMOX1* RNA level, 6 h after radiation exposure, one-way ANOVA, *n* = 4 chips, *F* = 1.46, DF = 3, *p* < 0.05 and (**d**) on HO-1 protein, 24 h after radiation exposure. One-way ANOVA, *n* = 4 chips, *F* = 8.56, DF = 3, *p* < 0.05. **e** Quantification of 53BP1 foci/nucleus in the epithelium and (**f**) endothelium. *n* = 23 nuclei analyzed in 3 chips, Ordinary one-way ANOVA, significance at *p* < 0.0001, F (epi) = 580.5, F(endo) = 122.3, dF = 3. **g** Effect of lovastatin and prednisolone on cellular hypertrophy in the alveolar epithelium, *n* = 25 cells for each condition, Ordinary one-way ANOVA with Tukey’s test, significance at *p* < 0.05. **h** Effect of lovastatin and prednisolone on the cytokine response induced by radiation injury 24 h post-exposure. Representative panel showing the cytokines that were affected by the drug treatments. One-way ANOVA, *n* = 4 chips, DF = 3, F(IL-6) = 10.7, F(IL-8) = 10.3, F(ICAM-1) = 28.3 and F(TNF-a) = 12.0. **i** ROS assay 2 h after radiation exposure showing that presence of lovastatin decreases ROS levels in radiation exposed samples, *n* = 8 chips, one-way ANOVA, *F* = 2677, DF = 3, *p* < 0.05. **j** *HMOX1* expression, 7 d post-radiation by qPCR, *n* = 4 chips, one-way ANOVA, F(epi) = 1.7, F(endo) = 282.3, DF = 3, *p* < 0.0001 and (**k**) HO-1 expression by ELISA assay, 7 post-radiation, indicating that *HMOX1* remains upregulated in both epithelium and endothelium in the presence of lovastatin, *n* = 4 chips, one-way ANOVA, F(epi) = 418.9, F(endo) = 277.3, DF = 3, *p* < 0.0001. **l** Changes in barrier permeability over time from 6 h to 7d post-radiation. **m** *HMOX1* expression by qPCR 7 d after treating the endothelium with control scrambled *(control dsiRNA)* or *HMOX1* siRNA, *n* = 3 chips, one-way ANOVA, *F* = 45.0, DF = 2, *p* < 0.05. **n** Number of g-H2AX foci per nucleus, showing that knockdown of HMOX1 shows lower number of foci, *n* = 58 nuclei, One-way ANOVA, *F* = 43.7, DF = 3, *p* < 0.05. **o** Cytokine profile shows that some inflammatory cytokines are downregulated post-*HMOX1* knockdown. One-way ANOVA, *n* = 3 chips, DF = 2, F(MIP-1a) = 21.0, F(IL-8) = 8.9, F(MCP-1) = 20.8 and F(IL-1b) = 20.1. All Data shown are mean +/− S.D.

### Investigating role of Hemoxygenase in RILI

To explore whether hemoxygenase plays an active role in treating RILI, we treated Lung Alveolus Chips with lovastatin (known upregulator of *HMOX1*^42^; 3 h prior to radiation exposure. Indeed, lovastatin-treated chips showed a significant increase in *HMOX1* and HO-1 expression (Fig. 5c, d) that was accompanied by a suppression of acute radiation injury and cellular DNA damage, as indicated by a lower number of 53bp1 nuclear foci in both the epithelium (Fig. 5e) and endothelium (Fig. 5f) at 6 h post-radiation (Supplementary Fig. S5b). Lovastatin also reduced epithelial cell hypertrophy (Fig. 5g and Supplementary Fig. S5c) and suppressed the inflammation response as indicated by a significant decrease in IL-6, IL-8, TNF-α, and ICAM-1 levels when measured 1 day after radiation exposure (Fig. 5h). As a positive control, we prophylactically treated chips with the commonly used radiation countermeasure drug, prednisolone, prior to irradiation because it is commonly administered during radiotherapy to reduce inflammation. Indeed, prednisolone significantly reduced the number of 53bp1 foci both in the epithelium and endothelium (Fig. 5e, f). But while pretreatment with prednisolone also prevented cell hypertrophy (Supplementary Fig. S5c), reduced fluid accumulation in the air space (Supplementary Fig. S5d), and decreased the levels of some cytokines (e.g., IL-6 and ICAM-1) at 24 h, IL-8 and TNF-α levels were still significantly higher than in control non-irradiated samples (Fig. 5h).

Lovastatin treatment also reduced ROS levels compared to the no-drug radiation controls (Fig. 5i). Overall, the lovastatin treatment suppressed DNA damage and inflammation to a greater degree than prednisolone when measured during the first day after radiation exposure. Unfortunately, in extended studies we found that while lovastatin initially protected against tissue barrier disruption for at least up to 48 h after radiation injury, permeability increased significantly after 5 d (Fig. 5i), and this was accompanied by visible fluid accumulation in the epithelial channel (Supplementary Fig. S5d). The presence of lovastatin elevated *HMOX1* levels at 7 d, both in the endothelium and epithelium (Fig. 5j, k). Onset of barrier disruption in the presence of lovastatin was earlier than that in chips exposed to 16 Gy radiation in the absence of the drug (Fig. 5l), raising the possibility that prolonged upregulation of *HMOX1* maybe detrimental to cells.

To further explore the role of *HMOX1* in this response, we introduced siRNA directed against *HMOX1* through the endothelial channel to knock down HMOX1 expression. Knock down of *HMOX1* (Fig. 5m) resulted in a significant reduction in the number of (γ-H2AX) foci per nucleus post-*HMOX1* knockdown (Fig. 5n), confirming that HMOX1 normally helps to prevent DNA damage. Evaluation of the inflammation profile by cytokine analysis showed that the inflammatory markers, MIP-1α, IL-8, IL-1β and MCP-1 that were upregulated at day 7 post-exposure to radiation, were downregulated in samples in which HMOX1 was knocked down (Fig. 5o). However, other important inflammatory mediators, including IL-6, ICAM-1 and TNF-α, remained upregulated even after *HMOX1* knockdown, indicating that factors other than *HMOX1* are at play in acute RILI.

## Discussion

Recent guidelines of the American Thoracic Society^43^ suggest that animal models of acute lung injury should mimic 3 out of 4 criteria: 1) histopathologic evidence of tissue injury, 2) alteration of the alveolar-capillary barrier, 3) an inflammatory response, and 4) physiological dysfunction. Our results show that human Lung Alveolus Chips that experience dynamic fluid flow and breathing motions can be used to recapitulate these hallmark features of RILI observed in human lung when exposed to a radiation dose of 16 Gy in vitro, whereas a static Transwell model that incorporates the same cells cultured under an ALI does not. Specifically, we found that exposure to this high dose of radiation induces DNA damage, cellular hypertrophy, tight junction disruption, increased barrier permeability, ROS production, and subsequent fluid accumulation on-chip.

DNA damage is often characterized by analyzing DSB number and morphology, and we observed a radiation dose-dependent response in DSB formation in both the epithelium and endothelium. This is consistent with the finding that as radiation dosage increases, the 53bp1 foci cluster into larger complexes that may represent repair centers^44^. We also observed induction of a senescence-associated secretory phenotype in response to radiation on-chip, which is another classic characteristic of radiation-pneumonitis in vivo^45^. Importantly, this Organ Chip model also replicates progressive inflammation, as demonstrated by production of clinically relevant early (IL-6, IL-1α, TNF-α etc.) and late (IL-1β, TGF-β, GM-CSF) stage cytokine markers of RILI, whereas this was not observed in a static Transwell culture. The finding that inflammation of the endothelium is also more prominent at day 7 after radiation exposure on-chip is interesting and is consistent with radiation-pneumonitis developing beginning ~1 week after exposure in radiated patients^3,5^.

Cytosolic DNA sensing has been previously reported to mediate radiation-induced injury when analyzing in vivo models^34,46^ and we observed upregulation of genes associated with this pathway in the Alveolus Chip. This has been shown to be mediated by upregulation of *ZBP1*^34^, which is a Z-DNA-binding protein that may be induced by interferons^35^; *ZBP1* also was upregulated in response to radiation in the Lung Chip model. In addition, we observed activation of inflammatory pathways, including TNF-α signaling via NF-κB, which was accompanied by *FCERI* mediated NF-kB signaling. Upregulation of *EDN1* and *OLR1* are also consistent with past studies that suggest endothelial apoptosis and ROS generation are upstream of radiation-induced epithelial cell injury and DNA damage responses^47,48^.

Finally, transcriptomic analysis combined with use of a machine learning-based computational network analysis algorithm (NemoCAD)^37,38^ suggested that *HMOX1* may play a central role in the RILI response, and hence, it could represent a potential therapeutic target. Additional experimental results confirmed that *HMOX1* expression is induced both in the epithelium and endothelium at 6 h post-radiation, which is consistent with past work demonstrating that it can be upregulated and provide a cytoprotective function in other lung diseases (e.g., interstitial pneumonia, malaria-associated lung injury, silicosis)^49–51^. Importantly, when we used lovastatin to artificially upregulate *HMOX1* levels in Lung Alveolus Chips exposed to radiation, we observed significant suppression of DNA damage and cellular hypertrophy as well as a decrease in inflammation at 24 h after exposure. However, lovastatin treatment aggravated barrier disruption over time as indicated by disruption of the alveolar-capillary interface and increased fluid accumulation in the epithelial air channel. But independent studies in which we used siRNA to knock down *HMOX1* gene expression prior to radiation exposure also led to lower DNA damage and suppression of some inflammatory cytokines, but not all. Thus, these data suggest that *HMOX1* also plays a protective role in the lung’s initial response to radiation-induced injury but there are many other players involved in this response.

The primary goals of this research were (1) to recapitulate the effects of radiation induced lung injury following a radiological incident in a lung organ-on-chip model and (2) to identify novel medical countermeasures for military and civilian biodefence applications. There is a need to develop an organ-on-chip system for this context given clinical testing is not feasible. Animal models, which are used for assessing the efficacy and FDA clearance of radiation medical countermeasures, are often not clinically predictive as they do not recapitulate human toxicities. Currently there are no FDA approved medical countermeasures for radiation induced lung injury in the event of a nuclear accident. Hence, we explored radiation doses as high as 16 Gy administered over 20 min in this study because the higher range overlaps with the dose range that has been reported to induce acute RILI in humans^28^. The recapitulation of radiation induced lung injury from high dose exposures is also generalizable to the radiation toxicity observed in the lung with therapeutic radiation exposure because the radiation dosage rate we used (0.0133 Gy/s) is well within the conventional dosage range (≤0.03 Gy/s) for experimental models of radiation injury^52^. While radiotherapy was commonly given in hyperfractionated low doses (0.5–3 Gy) in the past, it is now possible to target small tumors with ablative (high dosage) radiation therapies that deliver higher radiation doses that are focused (e.g., stereotactically) at the tumor site, which results in lower toxicity. Preclinical animal models have also previously used single high radiation doses (~15–25 Gy) to induce pneumonitis and fibrosis^53,54^. More importantly, in humans, targeted radiotherapy regimes can range from 13.5 to 20 Gy delivered in each treatment and the one-time radiation dose of 16 Gy used in the current model falls, for example, within the hypofractionated dosage regime that is currently used for treatment of thoracic cancers^28,55^.

The human Lung Alveolus Chip RILI model offers many advantages over existing in vitro models because it more faithfully mimics key hallmarks of this disease. Perhaps most importantly, it replicates the sustained inflammation response that is central to RILI. Notably, it also enables us to observe the effects of a single, high dose radiation on the lung, mimicking radiological disaster-related exposures that are otherwise difficult to recapitulate in human clinical trials. Further, transcriptomic analyses enable us to identify potential therapeutic targets and identify mechanisms of RILI. But it also must be noted that this model has certain limitations. For example, past studies have shown that neutrophils are important contributors to acute RILI and fibroblasts play a key role in longer term responses over many weeks to months after exposure to radiation, but they are missing in our model. However, due to the modular design of the chip, neutrophils, fibroblasts, and other potential cellular contributors can be integrated into the model in the future as this has been done in the past^25–27,56,57^ to explore their contributions to both short and long term responses. Another limitation is that whole body radiation exposure induces injuries in multiple organs simultaneously (e.g., bone marrow, intestine) and there could be systemic cross talk that contributes to RILI from these distant sites via the circulation^58^. This is more easily studied in animal models; however, they do not faithfully mimic human organ radiation dose sensitivities or injury responses in the lung. Thus, future studies could be carried out in which the human Lung Alveolus Chip is linked fluidically with Organ Chip models via their vascular endothelium-lined channels as was done previously^58^ to explore these systemic effects that are missing in the present study. Nevertheless, the results shown here demonstrate that many features of RILI observed in human patients can be replicated in vitro using the Alveolus Chip but not using more conventional static culture models. Thus, the Lung Alveolus Chip may represent a useful preclinical model for discovery of new radiation countermeasure drugs as well as for identification of potential biomarkers, mechanisms, and drug targets of RILI progression.

## Methods

### Lung Alveolus cultures in microfluidic chips

Two-channel microfluidic chips (Chip-S1) and automatic fluid handling ZOE systems were obtained from Emulate Inc (Boston, MA, USA). The two channels in the chip device are separated by a porous (8 μm pore size), PDMS membrane. After activating the culture surface of the chip using ER1/ER2 following manufacturer’s instructions, the channels were coated with 200 μg/mL Collagen IV (5022-5MG, Advanced Biomatrix) and 15 μg/mL laminin (L4544-100 UL, Sigma) at 37 °C overnight in a CO_2_ incubator (day 0). After coating is complete (day 1), chips are washed with DPBS (+Ca^2+^, +Mg^2+^), lung microvascular endothelial cells (Lonza CC-2527, P5) are perfused at a seeding density of 8 ×10^6^ cells/mL onto the bottom channel of the chips, inverted and allowed to attach to the underside of the membrane for 1 h. Following this, alveolar epithelial cells (Cell Biologics H-6053, P3) are seeded onto the top channel of the chip at a seeding density of 1.6 ×10^6^ cells/mL and allowed to attach for 1 h. Following this, respective media are fed onto both the channels, and the chips are maintained under static conditions overnight. On day 2, the chips are inserted into Pods (fluid feeding chambers, Emulate Inc.) and connected to the ZOE systems to ensure perfusion. The apical and basal channels are perfused with Alveolar epithelial growth medium (Cell Biologics, H6621) and endothelial growth medium (Lonza, EGM2-MV, CC-3202), respectively at a flow rate of 45 μL/h. On day 5, the apical medium is supplemented with 1 μM dexamethasone to enhance barrier formation. Following this, on day 7, medium is removed from the apical channel to establish an ALI. Chips continued to be perfused with EGM2-MV in the basal channel. On day 9, the perfusing medium was changed to EGM2-MV with 0.5% FBS. On day 11, the parameters on the ZOE instrument were changed to apply cyclic 5% mechanical strain, at 0.25 Hz frequency to mimic breathing motions of the lung. The mechanical strain is applied for 4 days before the chips are ready for treatment. This 14-day incubation ensures an alveolar-capillary interface with good barrier function^26^. On day 15, a modified EGM2-MV (with 50 nM hydrocortisone, instead of 550 nM in the original formulation) is perfused into the basal channel prior to exposure to radiation.

### Exposure to radiation on chip

PBMCs (StemCell, #70025.1) were labeled with CytoTox green and perfused into the bottom channel at a density of 10^6^ cells/mL for 5 min at a flow rate of 500 mL/h. Following PBMC perfusion, chips and attached Pods were removed from the ZOE and exposed to gamma radiation using a Cesium source (Cs-137). The chips were exposed to radiation ranging from 12 to 16 Gy (Fig. 1). Experiments shown in Figs. 2–5 include samples that were exposed to 16 Gy radiation. The sham irradiated control samples (0 Gy) were removed from the incubator and left at RT inside the biosafety cabinet. Following exposure to radiation, chips were connected back to the ZOE instrument and PBMCs were allowed to flow for 2 h at 500 μL/h. Following this, fresh medium was added to the bottom channel inlet and perfused at 45 μL/h.

### RNA extraction from alveolus Chip for qRT-PCR and RNA-seq

For RNA analyses, RNA was extracted at 6 h and 7 d post-radiation exposure to assess early and late effects of radiation, respectively. RNA isolation is performed using the RNeasy Plus Micro Kit (Qiagen 74034), following manufacturer’s instructions, except few modifications made to suit the alveolus chip system. Briefly, 10 μL of β-mercaptoethanol was added to 1 mL Buffer RLT plus. To extract RNA, an empty 200 µL filtered barrier tip was inserted at the top channel outlet and washed with 100 µL DPBS (+Ca^2+^, +Mg^2+^) to collect apical washes. To collect epithelial cell lysates, two empty 200 μl filtered tips are placed at the bottom channel inlet and outlet. These two tips are blocked by placing the thumb on the outlet and the fore finger on the inlet. This is done to prevent the flow of lysis buffer to the bottom (endothelial) channel. An empty 200 μl filtered tip is placed at the top channel outlet, 100 μl RNase easy lysis buffer (Qiagen, #74034) is pipetted into the top channel inlet to lyse epithelial cells. The lysis buffer is pipetted back and forth 3 times by pressing and releasing the micropipette plunger. The lysate is then collected in a clean labeled 1.5 ml RNase free tube. The cell lysates are either directly processed for RNA isolation or stored at −80 °C for RNA-seq analysis, or qPCR. Endothelial cell lysates are collected similarly by blocking the top (epithelial) channel. RNA isolation was performed following manufacturer’s instructions after this step.

### RT-qPCR

Total RNA was isolated using the RNeasy Micro Plus Kit (Qiagen 74034) for isolation from chips or RNeasy Mini Plus Kit (Qiagen 74106) for isolating RNA from transwells or well-plates. RNA concentrations were quantified using a nanodrop spectrophotometer (Thermo Scientific™ 912A1100). After quantification, 100–300 ng of RNA was used for cDNA synthesis. Reverse transcription was achieved using iScript cDNA Synthesis kit (Bio-Rad 1708891). Following this, quantitative real time PCR (qRT-PCR) was conducted using TaqMan™ Fast Advanced Master Mix (Thermo Fisher 444455) and analyzed on Quantstudio 7 Flex Real-Time PCR system (Thermo Fisher 4485701), following manufacturer’s instructions with UNG incubation hold at 50 °C for 2 min Polymerase activation, Hold at 95 °C for 2 min PCR (40 cycles), Denature at 95 °C for 1 min and anneal/extend at 60 °C for 20 s. Primer-specificity was confirmed by melting curve analysis. Relative RNA levels were quantified by the ΔΔC_t_ method^59^ and normalized to endogenous controls of HPRT1 (for lung alveolar epithelium),and B2M or GAPDH (for microvascular endothelium). All Taqman probes were purchased from Thermo Fisher Scientific (Supplementary Table S9).

### Immunostaining and confocal microscopy

At the designated end-points, typically 6 h and 7d after radiation exposure (unless specified otherwise), cells were fixed with 1 % paraformaldehyde (PFA) in warm medium and incubated at RT for 5 min. Subsequently, they were fixed with 4% PFA (in PBS(+Mg/+Ca)) for an additional 30 min at RT. Followed by washing with PBS (−Mg/−Ca) and stored at 4 °C or processed immediately for imaging. For immunostaining, the cells were permeabilized with 0.1% Triton-X-100 in PBS for 10 min, and blocked with 5% donkey serum or 1% BSA/PBS for 1 h at RT. The cells are then incubated with primary antibodies at specific dilutions, overnight at 4 °C under shaking conditions. Fluorescent probe-conjugated secondary antibodies were incubated (in case of unconjugated primary antibodies) with the cells, followed by nuclear staining with Hoechst. The list of primary antibodies and their respective dilutions are listed in Supplementary Table S10. All immunofluorescence images are representative and have been captured in at least 2 separate experiments.

### Reactive oxygen species (ROS) assay

To test ROS levels in the alveolus chip in response to radiation, the OxiSelect^TM^ In vitro ROS/RNS assay (catalog no. STA-347) was used, following manufacturer’s instructions. Briefly the assay employs a quenched fluorescent probe dichlorodihydrofluorescin DiOxyQ (DCFH- DiOxyQ). The probe is primed by a quench removal agent and stabilized to the DCFH form. ROS and RNS can react with DCFH, and gets rapidly oxidized to the fluorescent 2’,7’- dichlorodihydrofluorescein (DCF). Fluorescence intensity of DCF is directly proportional to the ROS/RNS levels in the sample. Standard curve of known DCF concentration vs fluorescence intensity is plotted and used to calculate DCF concentration from the sample effluents.

### Permeability assay

To test permeability of the epithelial-endothelial barrier of the chips, tracer dye molecule, FITC-dextran (40 kDa) was perfused to basal inlet reservoir of the pods, at a concentration of 100 μg/mL of each tracer. The apical inlet reservoir was filled with fresh medium. The flow rates of the apical and basal compartments were set to 120 μL/h. After 2 h of perfusion, effluents were collected from the apical and basal outlets and concentrations of the tracers quantified by fluorescence spectroscopy on a BioTek well-plate reader. Apparent permeability (P_app_) calculations were based on chip manufacturer’s (Emulate) instructions.

### Cytokine analysis

Effluents from the basal (vascular) outlets were collected 24 h and 7 d after radiation exposure, and were analyzed for a 13- panel of cytokines, and chemokines like IL-1α, IL-6, IL-8, IL-1β, GM-CSF, TNF-α, MCP-1, MIP-1α, IP-10, ICAM-1, P-selectin, Serpine1, using customized ProcartaPlex assay kits (Invitrogen).The analyte concentrations are evaluated using a Bio-Plex 3D suspension array system and analyzed for standard curve fitting and concentration calculations with Bio-Plex Manager software (Bio-Rad, v 6.0). TGF-β (Cat. no. DB100B) and HO-1 (Cat no. OKBB00836) were measured using ELISA kits (R & D Systems).

### Bulk RNA sequencing

RNA-seq was performed by Azenta Life Sciences using a RNA-seq package including polyA selection and sequencing using an Illumina HiSeq for 150 bp pair-ended reads. These sequence reads were trimmed using Trimmomatic v.0.36 to eliminate adapter sequences and nucleotides with poor quality. Subsequently, these trimmed reads were mapped onto the *Homo sapiens* GRCh38 reference genome using STAR aligner v.2.5.2b. Unique gene hit counts were computed using Counts from the Subread package v.1.5.2 followed by differential expression analysis. Significant DEGs were defined as log_2_ (fold change) ≥0.5 and *p* < 0.01 to adjust for false discovery. Differential expression analysis was performed by comparing the different groups. Genes were filtered to include genes with at least 3 reads in at least 20% of samples in any group. Differential expression analysis was then performed using the DESeq2 R package^60^, which tests for differential expression based on a model using negative binomial distribution. Log_2_(fold change) was calculated for each comparison. Thus, genes with a positive log_2_(fold change) value had increased expression, while genes with a negative log_2_(fold change) value had decreased expression in the radiated (16 Gy) samples. Volcano plots showing the log_2_(fold change) of each gene on the x-axis and the -log_10_(adjusted *p*-value) on the y-axis. Points are filled (in blue or red) if the gene’s adjusted *p*-value is ≤0.01. The false discovery rate (FDR) method was applied for multiple testing correction^61^. FDR-adjusted *p*-values are shown on the y-axis of the volcano plot. An adjusted *p*-value of 0.01 was used as the threshold for statistical significance. Analysis and figures for transcriptomic analyses were generated using Pluto (https://pluto.bio).

### Gene set enrichment analysis (GSEA)

Gene set enrichment analysis (GSEA) was using the fgsea R package and the fgseaMultilevel() function. The log_2_(fold change) from the 16 Gy vs 0 Gy differential expression comparison was used to rank genes. Hallmarks gene set collection from the Molecular Signatures Database (MSigDB) was curated using the msigdbr R package. Similarly, for the GSEA analysis for GO biological processes, we used C5: Gene ontology gene sets from the MSigDB database using the msigdbr R package. In both cases, prior to running GSEA, the list of gene sets was filtered to include only gene sets with between 5 and 1000 genes. The Adj *p*-value is the false discovery rate (FDR)-adjusted *p*-value. Adjusted *p* values were obtained using Bonferroni correction for multiple comparisons. The NES indicates the normalized enrichment score (NES) computed by GSEA, which represents the magnitude of enrichment as well as the direction. A positive NES indicates more enrichment in the 16 Gy radiated group while a negative NES indicates more enrichment in the control 0 Gy group. The enrichment plot shows the genes ranked by log_2_(fold change) along the x-axis with the vertical ticks representing the location of the genes in this gene set.

### NemoCAD analysis

NemoCAD is a machine-learning based computational tool to analyze transcriptomics signatures that can be targeted to reverse the global transcriptomic changes observed due to radiation exposure^37,38^. This approach is agnostic because it is run without an a priori defined drug/gene target or mechanism of action. NemoCAD uses previously computed drug-gene or gene-gene interaction probabilities and DEG signatures of the treated or diseased states and corresponding controls. The algorithm identifies target compounds that can revert a transcriptional signature in the diseased state to one observed in the healthy control.

### Statistics

All reported experiments were performed at least 3 times, with at least 4 technical repeats in each group. Data is represented as mean $$\pm$$ S.D. unless specified in the figure legend. Graph plotting and statistics were performed on GraphPad Prism (Version 9.4.0). Statistical significance for 2 group comparisons were determined using two-tailed Student’s *t* test, using Welch’s correction for unpaired *t*-test. For multiple comparisons, one way ANOVA was used with Dunnett’s multiple comparison test when compared to a single control group. All n, *p*-values and F, df values are mentioned in the respective figure or the associated legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All bulk RNA sequencing data have been uploaded on the Gene Expression Omnibus (GEO) database and made publicly available with accession codes GSE242706 and GSE242840 Additional data are available in the Supplementary information. The data were analyzed using available data packages mentioned in the manuscript and no new or custom codes were created to analyze the data. There are no restrictions on data availability and raw data has been made available. Source data are provided with this paper.

# Supplementary material for: A human lung alveolus-on-a-chip model of acute radiation-induced lung injury
**Source:** Nat Commun. 2023 Oct 16;14:6506. doi: 10.1038/s41467-023-42171-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **A human lung alveolus-on-a-chip model of acute radiation-induced lung injury**

Queeny Dasgupta<sup>1,2</sup>, Amanda Jiang<sup>1,2</sup>, Amy M. Wen<sup>2</sup>, Robert Mannix<sup>1</sup>, Yuncheng Man<sup>1,2</sup>, Sean Hall<sup>2</sup>, Emilia Javorsky<sup>2</sup>, Donald E. Ingber<sup>1,2,3</sup>

Address all correspondence to: Donald Ingber, MD, PhD (em: )

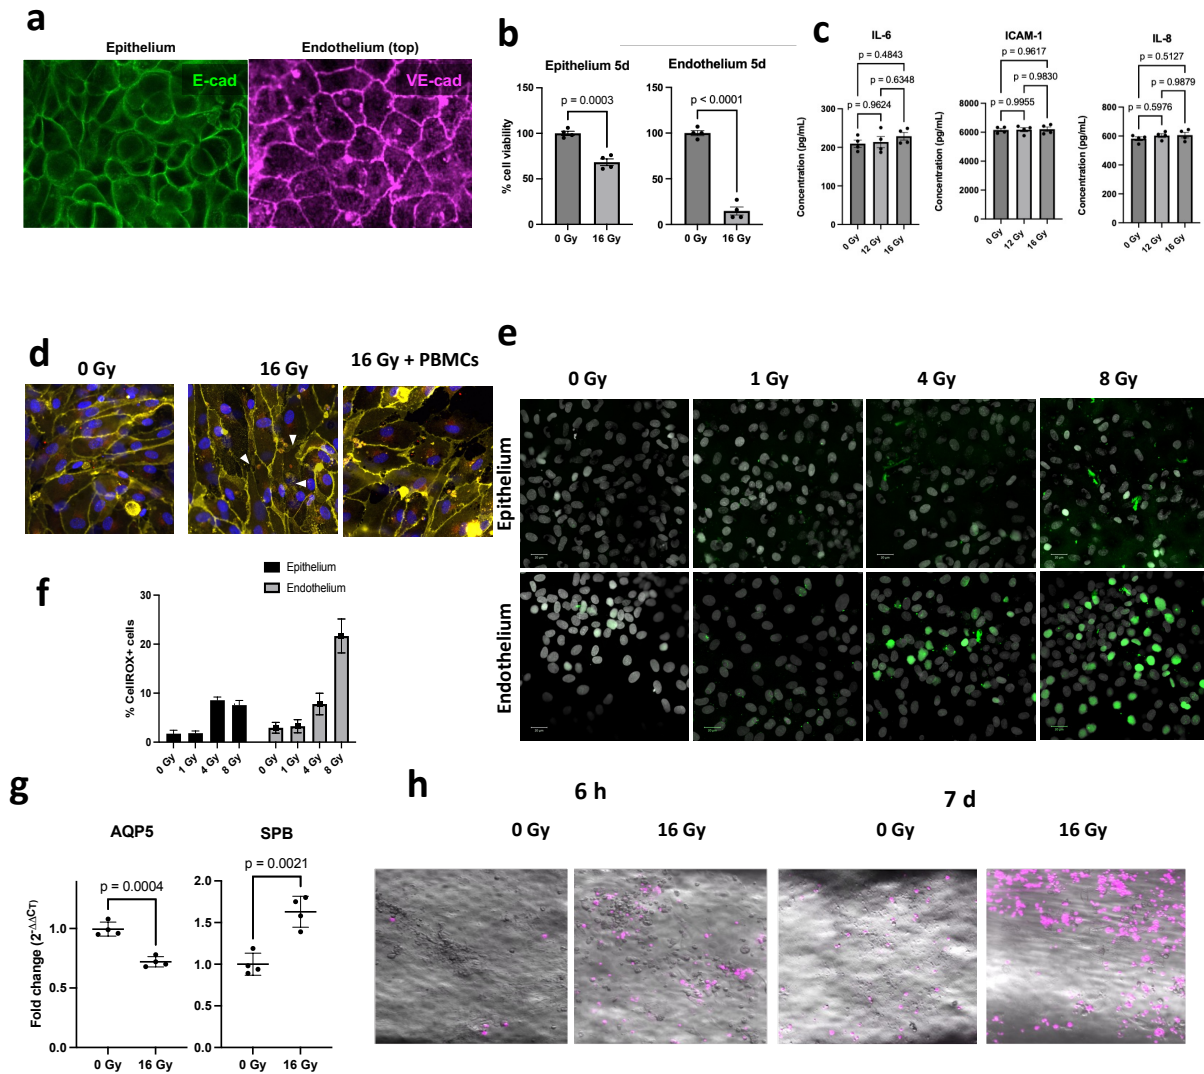

**Supplementary Figure S1:** (a) Confocal images of epithelial cells stained for E-cadherin (green) and endothelial cells stained for VE-cadherin adherens junction protein (magenta). Scale bar = 20  $\mu$ m. (b) Cellular viability 5 d after radiation exposure evaluated by Alamar Blue assay. (c) Representative comparison of cytokine levels, 24 h post-radiation showed that 12 Gy and 16 Gy radiation did not show an elevation in cytokine levels, in the absence of PBMCs (d) Presence of PBMCs in the endothelial compartment during radiation aggravates tight junction disruption. (e) Dose-dependent ROS expression in the epithelium and

endothelium, shown by CellROX green+ cells and (f) associated quantification (g). Changes in expression of gene markers of Type 1 (aquaporin 5; AQP5) and 2 (surfactant protein B; SPB) alveolar epithelial cells 6 h after exposure to 16 Gy radiation (h). Fluorescence microscopic images showing PBMC recruitment to the endothelial side at 6 h and 7d post-radiation.

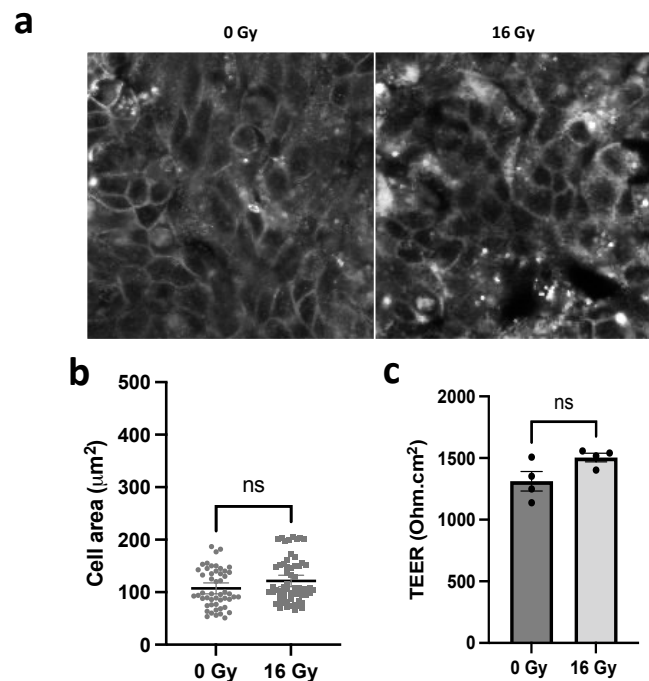

**Supplementary Figure S2:** (a) Representative Immunofluorescence images of alveolar epithelium in Transwell (E-cad staining). Alveolar cells on transwells do not exhibit hypertrophy in response to 16 Gy radiation (b) Quantification of cell size from E-cad staining images (data plotted from 8 different frames in each condition,  $n=98$  for 0 Gy and  $n=78$  for 16 Gy) (c) Assessment of barrier function shows no difference in the TEER resistance values in response to radiation when the same cells were maintained in Transwell culture.

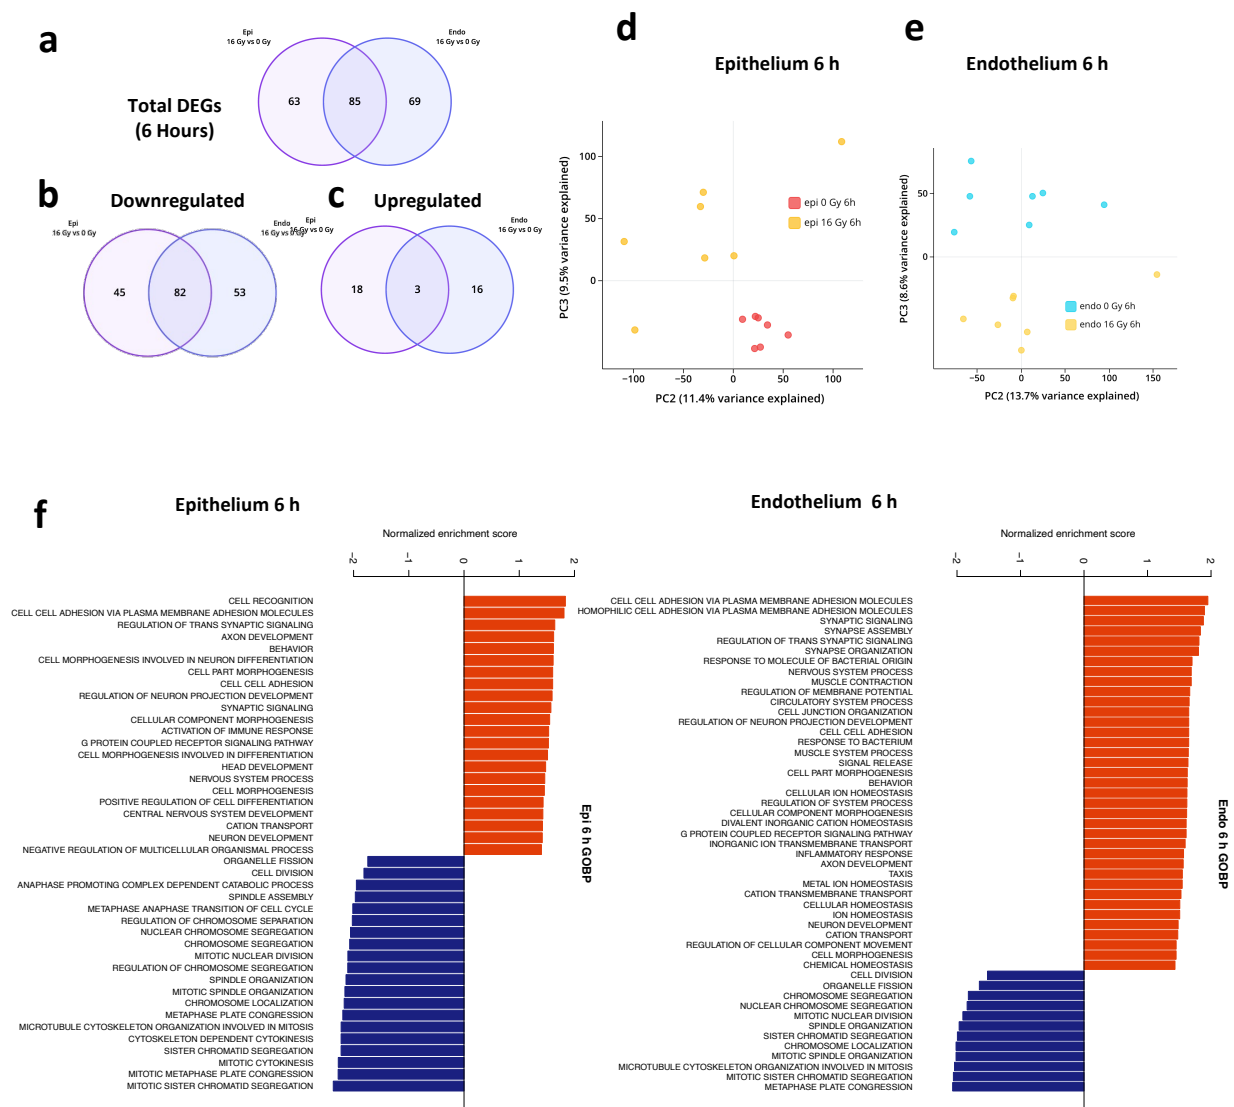

**Supplementary Figure S3:** Transcriptomic analyses at 6 h post-radiation. (a) Venn diagram showing total differentially expressed genes (DEGs) in response to radiation, 6 h after exposure, (b) Genes downregulated in the epithelium and endothelium, 6 h after radiation (c) Genes upregulated in the epithelium and endothelium, 6 h after radiation. Principal component analysis of the (d) epithelium and (e) endothelium showing the different clusters formed in response to radiation injury. (f) Barplots showing the top significant gene ontology: biological pathways upregulated in response to radiation in the epithelium and endothelium

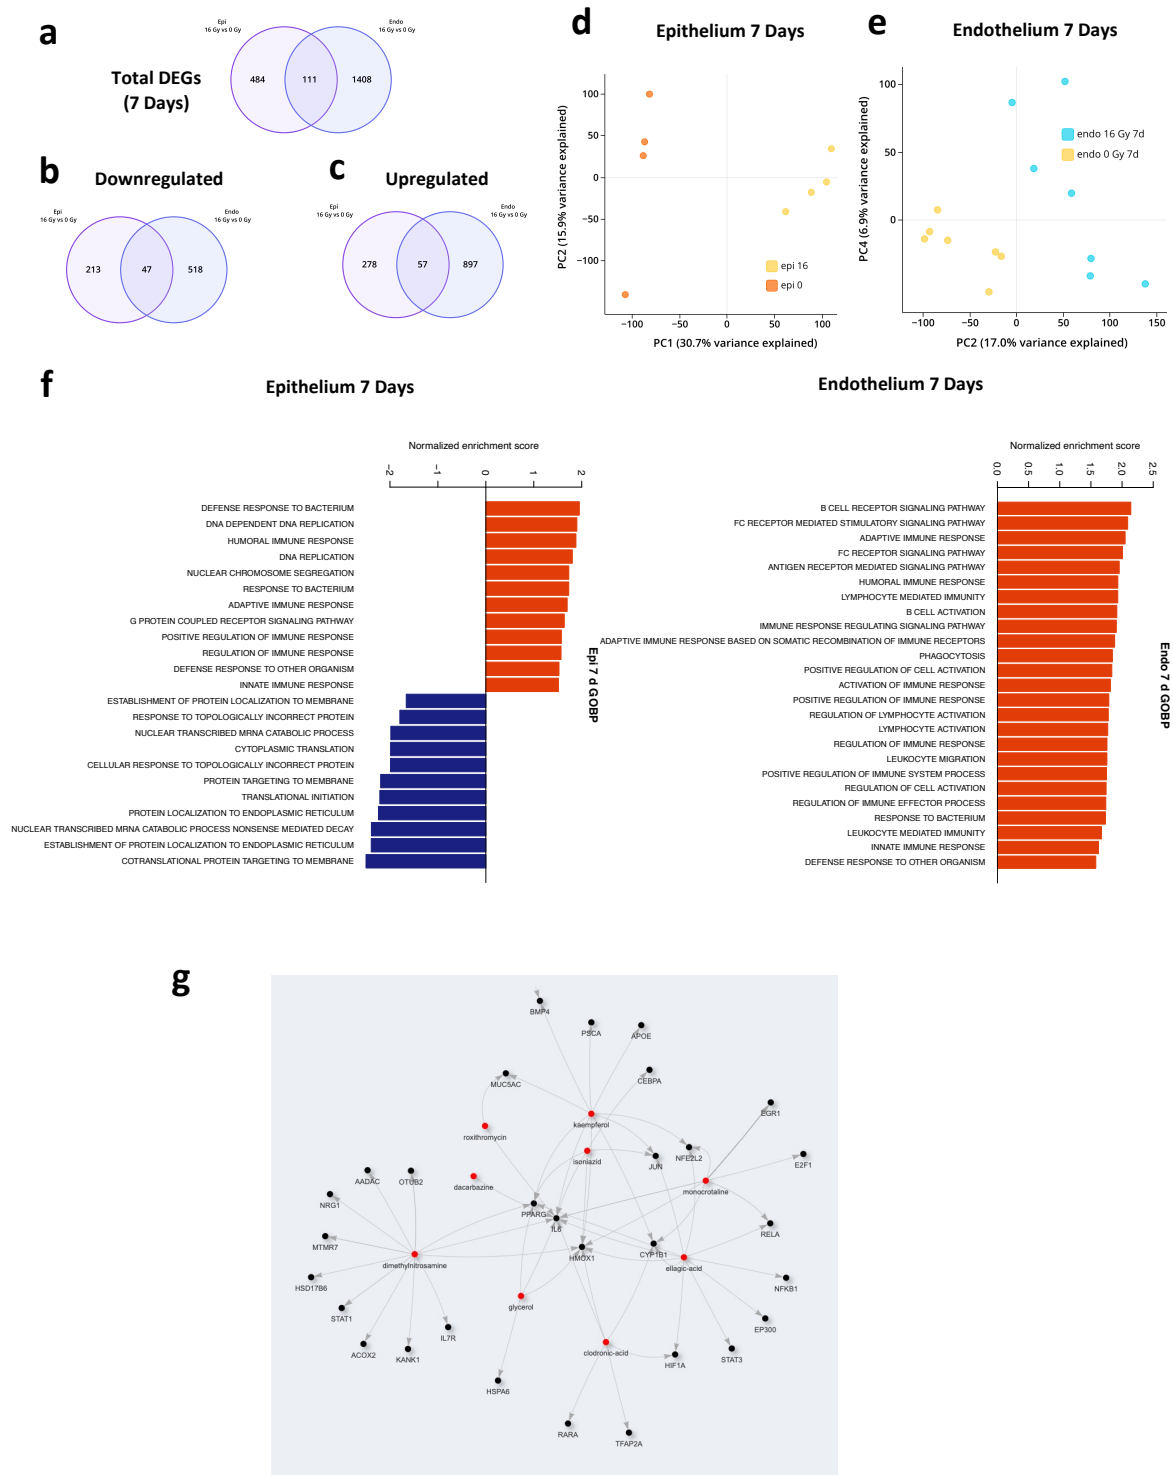

**Supplementary Figure S4:** Transcriptomic analyses at 7d post-radiation. (a) Venn diagram showing total differentially expressed genes (DEGs) in response to radiation, 7 d after

exposure, (b) Genes downregulated in the epithelium and endothelium, 7 d after radiation (c) Genes upregulated in the epithelium and endothelium, 7 d after radiation Principal component analysis of the (d) epithelium and (e) endothelium showing the different clusters formed in response to radiation injury. (f) Dotplots showing the top significant gene ontology: biological pathways upregulated in response to radiation in the epithelium and endothelium (g) NeMoCAD analysis of the transcriptomic analyses at 7d post radiation showing that HMOX-1 and IL6 are identified as central targets in an agnostic approach.

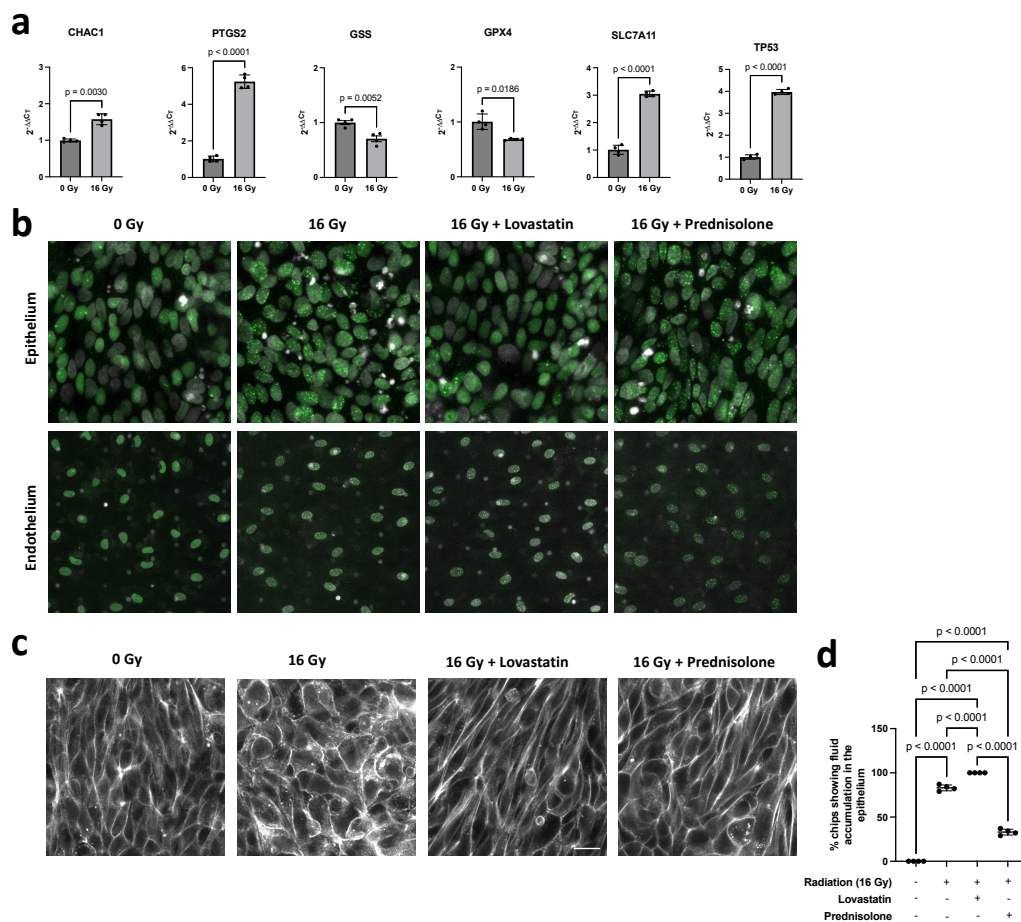

**Supplementary Figure S5:** (a) RNA expression of ferroptosis-associated markers in response to radiation at 7 d post-exposure. (b) IF imaging showing the effect of lovastatin and prednisolone on formation of 53bp1 nuclear foci (c) cellular hypertrophy observed in the

epithelium (d) % chips exhibiting fluid accumulation in the epithelium within 7 d of radiation exposure.

**Table S1. GSEA analysis of Hallmark pathways of the epithelium at 6 h post-radiation (Gene sets with  $q < 0.05$ )**

| Gene_Set_Display_Name          | P_Value              | Adj_P_Value (q)      | Size | NES               |
|--------------------------------|----------------------|----------------------|------|-------------------|
| HALLMARK G2M CHECKPOINT        | 2.61485210624706E-12 | 1.30742605312353E-10 | 193  | -2.16543863345178 |
| HALLMARK MITOTIC SPINDLE       | 5.42146242822788E-11 | 1.35536560705697E-09 | 198  | -2.0608153506307  |
| HALLMARK E2F TARGETS           | 5.44163957304786E-09 | 9.0693992884131E-08  | 198  | -1.92301056393275 |
| HALLMARK ALLOGRAFT REJECTION   | 0.000184820201308959 | 0.00231025251636199  | 154  | 1.63528706257536  |
| HALLMARK KRAS SIGNALING UP     | 0.00463142892706744  | 0.0463142892706744   | 181  | 1.43688685545727  |
| HALLMARK INFLAMMATORY RESPONSE | 0.00590963682937905  | 0.0492469735781587   | 175  | 1.43131952563214  |

**Table S2. GSEA analysis of Hallmark pathways of the endothelium at 6 h post-radiation (Gene sets with  $q < 0.05$ )**

| Gene_Set_Display_Name                      | P_Value              | Adj_P_Value (q)      | NES               | Size |
|--------------------------------------------|----------------------|----------------------|-------------------|------|
| HALLMARK MITOTIC SPINDLE                   | 2.0692700393136E-09  | 1.0346350196568E-07  | -2.01642700419275 | 198  |
| HALLMARK G2M CHECKPOINT                    | 1.65638871305701E-08 | 4.14097178264253E-07 | -1.95230423586394 | 194  |
| HALLMARK INFLAMMATORY RESPONSE             | 1.13413639635922E-06 | 1.89022732726536E-05 | 1.83463697076536  | 180  |
| HALLMARK E2F TARGETS                       | 3.24386756973101E-05 | 0.000405483446216376 | -1.66243424543345 | 198  |
| HALLMARK COMPLEMENT                        | 9.52874914903819E-05 | 0.000914239522592587 | 1.67463105009828  | 182  |
| HALLMARK EPITHELIAL MESENCHYMAL TRANSITION | 0.00010970874271111  | 0.000914239522592587 | 1.65720906232386  | 196  |
| HALLMARK IL2 STAT5 SIGNALING               | 0.00046406466897613  | 0.00331474763554379  | 1.60022838260003  | 185  |
| HALLMARK KRAS SIGNALING UP                 | 0.000944194413267172 | 0.00472097206633586  | 1.53992807557878  | 184  |
| HALLMARK MYOGENESIS                        | 0.00090236854617351  | 0.00472097206633586  | 1.54377805137751  | 168  |
| HALLMARK TNFA SIGNALING VIA NFKB           | 0.000795045361105707 | 0.00472097206633586  | 1.54878850553363  | 197  |
| HALLMARK KRAS SIGNALING DN                 | 0.00221416608007363  | 0.010064391273062    | 1.53234048123519  | 147  |

**Table S3. GSEA analysis of GO: Biological processes of the epithelium at 6 h post-radiation (Top 25 Gene sets with  $q < 0.05$ )**

| Gene_Set_Display_Name                                          | P_Value              | Adj_P_Value (q)      | NES               | Size |
|----------------------------------------------------------------|----------------------|----------------------|-------------------|------|
| GOBP MITOTIC SISTER CHROMATID SEGREGATION                      | 4.76658610983329E-15 | 3.26558814384678E-11 | -2.36800368064425 | 155  |
| GOBP CHROMOSOME SEGREGATION                                    | 1.59120799564536E-14 | 5.45068298908319E-11 | -2.07070115416762 | 295  |
| GOBP SISTER CHROMATID SEGREGATION                              | 4.76890013331094E-14 | 1.08905782711044E-10 | -2.2262600649771  | 185  |
| GOBP MITOTIC NUCLEAR DIVISION                                  | 8.23769345301782E-14 | 1.41091094616563E-10 | -2.10309885582539 | 274  |
| GOBP CELL DIVISION                                             | 2.8788656419052E-13  | 3.9446217025385E-10  | -1.8121894818524  | 541  |
| GOBP NUCLEAR CHROMOSOME SEGREGATION                            | 1.91446424137984E-12 | 2.18599908628221E-09 | -2.05557674134711 | 236  |
| GOBP MICROTUBULE CYTOSKELETON ORGANIZATION INVOLVED IN MITOSIS | 2.07209849664446E-11 | 2.02799240007303E-08 | -2.22543849324419 | 138  |
| GOBP SPINDLE ORGANIZATION                                      | 3.32511991782888E-11 | 2.8475495696307E-08  | -2.1371996135109  | 175  |
| GOBP CELL CELL ADHESION                                        | 4.84550408516253E-11 | 3.68850538749428E-08 | 1.60476154760252  | 714  |
| GOBP ORGANELLE FISSION                                         | 3.19710052191539E-10 | 2.19033356756423E-07 | -1.74256856893587 | 416  |
| GOBP CELL PART MORPHOGENESIS                                   | 8.09036154413169E-10 | 5.03882426716784E-07 | 1.6050338267574   | 608  |
| GOBP MITOTIC SPINDLE ORGANIZATION                              | 1.39763703247708E-09 | 7.97934275791707E-07 | -2.15698104199817 | 114  |
| GOBP CYTOSKELETON DEPENDENT CYTOKINESIS                        | 2.6349444943983E-09  | 1.28942890936591E-06 | -2.22593611913554 | 82   |
| GOBP MITOTIC CYTOKINESIS                                       | 2.57918907469293E-09 | 1.28942890936591E-06 | -2.2772399603984  | 67   |
| GOBP CELL MORPHOGENESIS INVOLVED IN NEURON DIFFERENTIATION     | 2.96409062189461E-09 | 1.35379899004E-06    | 1.6132297901035   | 516  |
| GOBP CELL CELL ADHESION VIA PLASMA MEMBRANE ADHESION MOLECULES | 7.4102730679699E-09  | 3.17298629929136E-06 | 1.81053860743545  | 215  |
| GOBP CELLULAR COMPONENT MORPHOGENESIS                          | 1.06878385128826E-08 | 4.3071989206917E-06  | 1.55074836516176  | 672  |
| GOBP AXON DEVELOPMENT                                          | 2.36594649666855E-08 | 9.00505524926457E-06 | 1.62247104150569  | 453  |
| GOBP MITOTIC METAPHASE PLATE CONGRESSION                       | 2.51124417655993E-08 | 9.05501781769058E-06 | -2.27965590841784 | 50   |
| GOBP CELL MORPHOGENESIS                                        | 6.88258879531483E-08 | 2.06519245666711E-05 | 1.4545788652166   | 890  |

|                                                     |                      |                      |                   |     |
|-----------------------------------------------------|----------------------|----------------------|-------------------|-----|
| GOBP CHROMOSOME LOCALIZATION                        | 6.40987384659501E-08 | 2.06519245666711E-05 | -2.17008853197221 | 75  |
| GOBP METAPHASE PLATE CONGRESSION                    | 6.93321069965605E-08 | 2.06519245666711E-05 | -2.19480965776565 | 63  |
| GOBP SYNAPTIC SIGNALING                             | 6.52103451673708E-08 | 2.06519245666711E-05 | 1.57290377454781  | 518 |
| GOBP BEHAVIOR                                       | 8.12862903267304E-08 | 2.32038489595179E-05 | 1.61858814571334  | 414 |
| GOBP CELL MORPHOGENESIS INVOLVED IN DIFFERENTIATION | 1.70350978901575E-07 | 4.48874829405651E-05 | 1.51186193354741  | 649 |

**Table S4. GSEA analysis of GO: Biological processes of the endothelium at 6 h post-radiation (Top 25 Gene sets with  $q < 0.05$ )**

| Gene_Set_Display_Name                                          | P_Value              | Adj_P_Value (q)      | NES               | Size |
|----------------------------------------------------------------|----------------------|----------------------|-------------------|------|
| GOBP SYNAPTIC SIGNALING                                        | 1.58289307024412E-13 | 1.08364859588912E-09 | 1.87896303203607  | 542  |
| GOBP NERVOUS SYSTEM PROCESS                                    | 2.656175652921E-10   | 9.09208925994859E-07 | 1.68047911964966  | 699  |
| GOBP CELL CELL ADHESION VIA PLASMA MEMBRANE ADHESION MOLECULES | 8.87817464882272E-10 | 2.02599945486135E-06 | 1.95395744207122  | 216  |
| GOBP CELL CELL ADHESION                                        | 1.34361114736924E-09 | 2.29959047872245E-06 | 1.64376308820884  | 721  |
| GOBP MITOTIC NUCLEAR DIVISION                                  | 2.22083566524819E-09 | 3.04076819285783E-06 | -1.8840575456738  | 276  |
| GOBP SYNAPSE ORGANIZATION                                      | 4.60790851643189E-09 | 5.25762361724879E-06 | 1.80294086639882  | 348  |
| GOBP REGULATION OF TRANS SYNAPTIC SIGNALING                    | 5.46974660182869E-09 | 5.34941217658846E-06 | 1.80591834355575  | 335  |
| GOBP CELLULAR COMPONENT MORPHOGENESIS                          | 9.22323083039388E-09 | 7.01580425165295E-06 | 1.60467866986679  | 671  |
| GOBP SISTER CHROMATID SEGREGATION                              | 8.70931770532033E-09 | 7.01580425165295E-06 | -1.99792255115774 | 185  |
| GOBP MITOTIC SISTER CHROMATID SEGREGATION                      | 1.14010517521149E-08 | 7.80516002949786E-06 | -2.05387715086106 | 155  |
| GOBP MICROTUBULE CYTOSKELETON ORGANIZATION INVOLVED IN MITOSIS | 1.3430099807388E-08  | 8.35840575285259E-06 | -2.05491133743229 | 137  |
| GOBP CELL JUNCTION ORGANIZATION                                | 2.04626562590122E-08 | 1.10990695361506E-05 | 1.64778526741734  | 605  |
| GOBP SPINDLE ORGANIZATION                                      | 2.10762348772945E-08 | 1.10990695361506E-05 | -1.97442842458931 | 175  |
| GOBP CHROMOSOME SEGREGATION                                    | 3.39089863383225E-08 | 1.59597908114183E-05 | -1.80117466985391 | 296  |
| GOBP NUCLEAR CHROMOSOME SEGREGATION                            | 3.49688668085413E-08 | 1.59597908114183E-05 | -1.846998937382   | 237  |

|                                                   |                      |                      |                   |     |
|---------------------------------------------------|----------------------|----------------------|-------------------|-----|
| GOBP CELL PART MORPHOGENESIS                      | 4.58084779739676E-08 | 1.87421793252085E-05 | 1.62304013747548  | 608 |
| GOBP G PROTEIN COUPLED RECEPTOR SIGNALING PATHWAY | 4.92782979628619E-08 | 1.87421793252085E-05 | 1.60667431389392  | 604 |
| GOBP INORGANIC ION TRANSMEMBRANE TRANSPORT        | 4.87154747627785E-08 | 1.87421793252085E-05 | 1.58800249325027  | 636 |
| GOBP CIRCULATORY SYSTEM PROCESS                   | 1.97617665516606E-07 | 7.12047651645623E-05 | 1.65752453984743  | 471 |
| GOBP ORGANELLE FISSION                            | 2.27951947920592E-07 | 7.80279517732186E-05 | -1.64417256823422 | 420 |
| GOBP MITOTIC SPINDLE ORGANIZATION                 | 2.40214113195023E-07 | 7.83098009015774E-05 | -2.01304482752988 | 114 |
| GOBP CELLULAR ION HOMEOSTASIS                     | 2.82513829569544E-07 | 8.79131671469591E-05 | 1.61979688069021  | 516 |
| GOBP RESPONSE TO BACTERIUM                        | 4.35585316699037E-07 | 0.00012965291644007  | 1.64571079679719  | 442 |
| GOBP NEURON DEVELOPMENT                           | 5.79272250492929E-07 | 0.000165237409453108 | 1.48457692649649  | 967 |
| GOBP INFLAMMATORY RESPONSE                        | 7.19532600240781E-07 | 0.000189458468509553 | 1.56340425596444  | 554 |

**Table S5. GSEA analysis of Hallmark pathways of the epithelium at 7 d post-radiation (Gene sets with  $q < 0.05$ )**

| Gene_Set_Display_Name              | P_Value              | Adj_P_Value (q)      | NES               | Size |
|------------------------------------|----------------------|----------------------|-------------------|------|
| HALLMARK E2F TARGETS               | 2.40268955252172E-13 | 1.20134477626086E-11 | 2.16643233047431  | 197  |
| HALLMARK G2M CHECKPOINT            | 7.62717348822171E-09 | 1.90679337205543E-07 | 1.97276575708238  | 194  |
| HALLMARK INTERFERON GAMMA RESPONSE | 1.66692649477616E-07 | 2.77821082462693E-06 | 1.88064244883232  | 189  |
| HALLMARK INTERFERON ALPHA RESPONSE | 3.77727437666473E-07 | 4.72159297083091E-06 | 2.01068299800561  | 95   |
| HALLMARK P53 PATHWAY               | 0.00291428369543438  | 0.0291428369543438   | -1.43031457250602 | 193  |
| HALLMARK ALLOGRAFT REJECTION       | 0.00718784804106784  | 0.0513417717219132   | 1.49765693114821  | 159  |
| HALLMARK INFLAMMATORY RESPONSE     | 0.00688101557978458  | 0.0513417717219132   | 1.4618037691579   | 177  |

**Table S6. GSEA analysis of Hallmark pathways of the endothelium at 7 d post-radiation (Gene sets with  $q < 0.05$ )**

| Gene_Set_Display_Name | P_Value | Adj_P_Value (q) | NES | Size |
|-----------------------|---------|-----------------|-----|------|
|-----------------------|---------|-----------------|-----|------|

|                                            |                      |                      |                   |     |
|--------------------------------------------|----------------------|----------------------|-------------------|-----|
| HALLMARK ALLOGRAFT REJECTION               | 5.9837291078719E-15  | 2.5131662253062E-13  | 1.81279024120861  | 183 |
| HALLMARK INFLAMMATORY RESPONSE             | 7.17247805116516E-11 | 1.50622039074468E-09 | 1.69829541333824  | 191 |
| HALLMARK KRAS SIGNALING UP                 | 9.33580323222341E-07 | 1.30701245251128E-05 | 1.55517120692485  | 191 |
| HALLMARK INTERFERON GAMMA RESPONSE         | 2.15180578371936E-06 | 2.25939607290533E-05 | 1.52588900980021  | 198 |
| HALLMARK MYC TARGETS V2                    | 2.82127864183521E-06 | 2.36987405914158E-05 | -2.18141335601015 | 58  |
| HALLMARK COMPLEMENT                        | 1.37129116867258E-05 | 9.59903818070807E-05 | 1.48757601640123  | 192 |
| HALLMARK TNFA SIGNALING VIA NFKB           | 3.28667586813698E-05 | 0.000197200552088219 | 1.467430301239    | 199 |
| HALLMARK IL2 STAT5 SIGNALING               | 4.69590503057674E-05 | 0.000246535014105279 | 1.45749369128056  | 193 |
| HALLMARK IL6 JAK STAT3 SIGNALING           | 0.000114297423011294 | 0.000533387974052705 | 1.58709761334046  | 85  |
| HALLMARK EPITHELIAL MESENCHYMAL TRANSITION | 0.0135394528662318   | 0.0498657020381736   | 1.2823952359935   | 198 |

**Table S7. GSEA analysis of GO: Biological processes of the epithelium at 7 d post-radiation (Top 25 Gene sets with  $q < 0.05$ )**

| Gene_Set_Display_Name                                                   | P_Value              | Adj_P_Value (q)      | NES               | Size |
|-------------------------------------------------------------------------|----------------------|----------------------|-------------------|------|
| GOBP COTRANSLATIONAL PROTEIN TARGETING TO MEMBRANE                      | 1.03154158314717E-11 | 4.24974768524057E-08 | -2.3934307401169  | 104  |
| GOBP ESTABLISHMENT OF PROTEIN LOCALIZATION TO ENDOPLASMIC RETICULUM     | 2.26006175833246E-11 | 4.24974768524057E-08 | -2.32794190265398 | 117  |
| GOBP PROTEIN TARGETING TO MEMBRANE                                      | 1.86203911431052E-11 | 4.24974768524057E-08 | -2.13975957997319 | 192  |
| GOBP TRANSLATIONAL INITIATION                                           | 2.46362184651627E-11 | 4.24974768524057E-08 | -2.13641669698471 | 185  |
| GOBP NUCLEAR TRANSCRIBED MRNA CATABOLIC PROCESS NONSENSE MEDIATED DECAY | 3.61153541238436E-11 | 4.98391886909041E-08 | -2.33357120746739 | 120  |
| GOBP PROTEIN LOCALIZATION TO ENDOPLASMIC RETICULUM                      | 3.620909714052E-10   | 4.1640461711598E-07  | -2.1991190163559  | 142  |
| GOBP RESPONSE TO BACTERIUM                                              | 1.85613245033454E-08 | 1.82961627247261E-05 | 1.71295288314043  | 458  |
| GOBP G PROTEIN COUPLED RECEPTOR SIGNALING PATHWAY                       | 3.13692882415861E-08 | 2.7056011108368E-05  | 1.62139690774893  | 623  |

|                                                           |                      |                      |                   |     |
|-----------------------------------------------------------|----------------------|----------------------|-------------------|-----|
| GOBP DEFENSE RESPONSE TO BACTERIUM                        | 4.22205354715191E-08 | 3.23690771948313E-05 | 1.94122814633922  | 159 |
| GOBP NUCLEAR TRANSCRIBED MRNA CATABOLIC PROCESS           | 5.68359425531994E-08 | 3.92168003617076E-05 | -1.92939229505672 | 201 |
| GOBP DEFENSE RESPONSE TO OTHER ORGANISM                   | 6.64048039291652E-08 | 4.16539224646582E-05 | 1.51885496721504  | 842 |
| GOBP DNA REPLICATION                                      | 1.52362941930173E-07 | 8.14522191474761E-05 | 1.80586445055213  | 264 |
| GOBP REGULATION OF IMMUNE RESPONSE                        | 1.53460702741622E-07 | 8.14522191474761E-05 | 1.56428253643073  | 708 |
| GOBP CELLULAR RESPONSE TO TOPOLOGICALLY INCORRECT PROTEIN | 2.2033841949199E-07  | 0.000108595363892481 | -1.93413235206918 | 163 |
| GOBP DNA DEPENDENT DNA REPLICATION                        | 4.02024667083945E-07 | 0.000184931346858615 | 1.89752178666229  | 148 |
| GOBP INNATE IMMUNE RESPONSE                               | 8.6958370471779E-07  | 0.000375007972659547 | 1.5086530216135   | 692 |
| GOBP HUMORAL IMMUNE RESPONSE                              | 1.00705781692806E-06 | 0.000408746996282564 | 1.87235110271223  | 169 |
| GOBP ADAPTIVE IMMUNE RESPONSE                             | 1.0694556588104E-06  | 0.000409958002543986 | 1.68990754376123  | 326 |
| GOBP POSITIVE REGULATION OF IMMUNE RESPONSE               | 1.40538498766029E-06 | 0.000510376653413474 | 1.56461715648231  | 522 |
| GOBP CHROMOSOME SEGREGATION                               | 1.9625677544075E-06  | 0.000662896086759687 | 1.67161471322911  | 297 |
| GOBP ESTABLISHMENT OF PROTEIN LOCALIZATION TO MEMBRANE    | 2.01750982926861E-06 | 0.000662896086759687 | -1.61507672919611 | 327 |
| GOBP RESPONSE TO TOPOLOGICALLY INCORRECT PROTEIN          | 2.46638971031487E-06 | 0.000773549500053299 | -1.74111455379986 | 198 |
| GOBP SISTER CHROMATID SEGREGATION                         | 3.90325108273863E-06 | 0.00117097532482159  | 1.77705249279709  | 186 |
| GOBP NUCLEAR CHROMOSOME SEGREGATION                       | 4.81955502123565E-06 | 0.00138562206860525  | 1.72146737073596  | 238 |
| GOBP CYTOPLASMIC TRANSLATION                              | 5.51703453257639E-06 | 0.00152270153099108  | -1.91008287090094 | 99  |

**Table S8. GSEA analysis of GO: Biological processes of the endothelium at 7 d post-radiation (Top 25 Gene sets with  $q < 0.05$ )**

| Gene_Set_Display_Name                             | P_Value              | Adj_P_Value (q)      | NES             | Size |
|---------------------------------------------------|----------------------|----------------------|-----------------|------|
| GOBP ADAPTIVE IMMUNE RESPONSE                     | 8.32286560691616E-76 | 5.72363467787624E-72 | 2.0549742196439 | 531  |
| GOBP POSITIVE REGULATION OF IMMUNE SYSTEM PROCESS | 9.72623527292456E-52 | 3.34436599859511E-48 | 1.746642879911  | 910  |

|                                                                                                                                |                      |                      |                  |     |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------|----------------------|------------------|-----|
| GOBP REGULATION OF IMMUNE RESPONSE                                                                                             | 1.18188581649144E-49 | 2.70927625333721E-46 | 1.75395501352127 | 861 |
| GOBP IMMUNE RESPONSE REGULATING SIGNALING PATHWAY                                                                              | 1.29321702960316E-44 | 2.22336337814524E-41 | 1.90822415307961 | 454 |
| GOBP POSITIVE REGULATION OF IMMUNE RESPONSE                                                                                    | 2.75004608532759E-42 | 3.78241338575956E-39 | 1.78782719227402 | 641 |
| GOBP LYMPHOCYTE ACTIVATION                                                                                                     | 1.07251823520817E-40 | 1.22928465058776E-37 | 1.76907851760509 | 659 |
| GOBP ACTIVATION OF IMMUNE RESPONSE                                                                                             | 1.82615167314137E-35 | 1.79406357945617E-32 | 1.81549812241543 | 484 |
| GOBP LEUKOCYTE MEDIATED IMMUNITY                                                                                               | 9.184575852596E-34   | 7.89529101728784E-31 | 1.66595067791409 | 776 |
| GOBP REGULATION OF CELL ACTIVATION                                                                                             | 9.48415292111218E-33 | 7.24694662649872E-30 | 1.74979969339755 | 551 |
| GOBP ANTIGEN RECEPTOR MEDIATED SIGNALING PATHWAY                                                                               | 4.76707532233133E-32 | 3.27831769916725E-29 | 1.95071627635422 | 279 |
| GOBP LYMPHOCYTE MEDIATED IMMUNITY                                                                                              | 5.77469832251156E-31 | 3.61023639671927E-28 | 1.92703239085621 | 287 |
| GOBP RESPONSE TO BACTERIUM                                                                                                     | 9.40171492159961E-31 | 5.38796612632005E-28 | 1.73886201060686 | 549 |
| GOBP REGULATION OF LYMPHOCYTE ACTIVATION                                                                                       | 4.14607413118933E-30 | 2.19327321539916E-27 | 1.78023145363531 | 444 |
| GOBP FC RECEPTOR SIGNALING PATHWAY                                                                                             | 1.37845269126215E-29 | 6.77115654129271E-27 | 2.00753702645478 | 221 |
| GOBP DEFENSE RESPONSE TO OTHER ORGANISM                                                                                        | 1.89398235332678E-29 | 8.68327776255218E-27 | 1.57629616527519 | 965 |
| GOBP INNATE IMMUNE RESPONSE                                                                                                    | 3.6808327884041E-29  | 1.58206794286594E-26 | 1.61732524750558 | 802 |
| GOBP ADAPTIVE IMMUNE RESPONSE BASED ON SOMATIC RECOMBINATION OF IMMUNE RECEPTORS BUILT FROM IMMUNOGLOBULIN SUPERFAMILY DOMAINS | 1.0938878203098E-28  | 4.42509796486499E-26 | 1.88139625824775 | 297 |
| GOBP HUMORAL IMMUNE RESPONSE                                                                                                   | 3.8058568118847E-28  | 1.45404873862951E-25 | 1.9307121205075  | 247 |
| GOBP POSITIVE REGULATION OF CELL ACTIVATION                                                                                    | 1.22787353681929E-27 | 4.44425595405591E-25 | 1.82954287119586 | 351 |
| GOBP B CELL ACTIVATION                                                                                                         | 5.71037515915391E-27 | 1.87001190330959E-24 | 1.91384925109849 | 264 |
| GOBP LEUKOCYTE MIGRATION                                                                                                       | 5.71037515915391E-27 | 1.87001190330959E-24 | 1.75860228370738 | 441 |
| GOBP PHAGOCYTOSIS                                                                                                              | 7.79442162174984E-27 | 2.43646534058062E-24 | 1.84280457350115 | 318 |
| GOBP FC RECEPTOR MEDIATED STIMULATORY SIGNALING PATHWAY                                                                        | 2.06161508736514E-24 | 6.16422911122176E-22 | 2.10754981587759 | 130 |

|                                                           |                          |                          |                  |     |
|-----------------------------------------------------------|--------------------------|--------------------------|------------------|-----|
| <b>GOBP B CELL<br/>RECEPTOR SIGNALING<br/>PATHWAY</b>     | 5.96907220782316E-<br>24 | 1.71038789888333E-<br>21 | 2.15733966412002 | 100 |
| <b>GOBP REGULATION OF<br/>IMMUNE EFFECTOR<br/>PROCESS</b> | 7.39809791700813E-<br>24 | 2.0350687750106E-<br>21  | 1.7377963270103  | 398 |

**Table S9. List of Thermo Fisher Taqman probes**

| <b>Gene symbol</b> | <b>Cat. no.</b> | <b>Assay ID</b> |
|--------------------|-----------------|-----------------|
| HPRT1              | 4331182         | Hs02800695_m1   |
| SNAI1              | 4331182         | Hs00195591_m1   |
| B2M                | 4351370         | Hs00187842_m1   |
| AQP5               | 4331182         | Hs00387048_m1   |
| SFTPC              | 4331182         | Hs00161628_m1   |
| SFTPB              | 4331182         | Hs00167036_m1   |
| ACTA2              | 4331182         | Hs00909449_m1   |
| PDPN               | 4331182         | Hs00366766_m1   |
| ICAM1              | 4331182         | Hs00164932_m1   |
| SELE               | 4331182         | Hs00950401_m1   |
| ATM                | 4331182         | Hs00175892_m1   |
| GPX4               | 4331182         | Hs00989766_g1   |
| H2AFX              | 4331182         | Hs00266783_s1   |
| DDIT3              | 4331182         | Hs00358796_g1   |
| CHAC1              | 4331182         | Hs00225520_m1   |
| PTGS2              | 4331182         | Hs00153133_m1   |
| HMOX1              | 4331182         | Hs01110250_m1   |
| P21                | 4331182         | Hs01371942_m1   |
| TP53               | 4331182         | Hs01034249_m1   |

|         |         |               |
|---------|---------|---------------|
| BAX     | 4331182 | Hs00180269_m1 |
| BCL2    | 4331182 | Hs04986394_s1 |
| GSS     | 4331182 | Hs00609285_m1 |
| SLC7A11 | 4351372 | Hs00921933_m1 |

**Table S10. List of antibodies used in immunostaining.**

| <b>Antibody</b>                                       | <b>Company</b>              | <b>Cat. No.</b> | <b>Dilution</b> |
|-------------------------------------------------------|-----------------------------|-----------------|-----------------|
| Anti-E Cadherin antibody                              | Abcam                       | ab1416          | 1:100           |
|                                                       | Novus Biologicals           | FAB748R-025     | 1:100           |
| Anti-ZO1 tight junction protein antibody - C-terminal | Abcam                       | ab190085        | 1:50            |
| Anti-CD31 antibody [JC/70A]                           | Abcam                       | ab9498          | 1:100           |
| Anti-53BP1 antibody                                   | Abcam                       | ab36823         | 1:100           |
|                                                       | Novus Biologicals           | NB100-305AF594  | 1:100           |
| VE-Cadherin                                           | Cell Signaling Technologies | 2500S           | 1:50            |
|                                                       | Novus Biologicals           | FAB9381X        | 1:100           |
| anti-mouse IgG-488                                    | Invitrogen                  | A-1100          | 1: 1000         |
| anti-mouse IgG-647                                    | Invitrogen                  | A-21235         | 1: 1000         |
| anti-rabbit IgG-488                                   | Invitrogen                  | A-11034         | 1: 1000         |
| anti-rabbit IgG-647                                   | Invitrogen                  | A-32733         | 1: 1000         |

# Supplementary material for: A human lung alveolus-on-a-chip model of acute radiation-induced lung injury
**Source:** Nat Commun. 2023 Oct 16;14:6506. doi: 10.1038/s41467-023-42171-z
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Images were taken with the built-in software of a confocal laser-scanning microscope (ZEN imaging software, v3.7 and SP5 X MP DMI-6000, Germany). Fiji (Image J, V2.1.0) was used to analyze images. Cytokine and chemokine concentrations were evaluated using a Bio-Plex 3D suspension array system and analyzed for standard curve fitting and concentration calculations with Bio-Plex Manager software (Bio-Rad, v 6.0). qPCR experiments were conducted using ExpressionSuite software v1.3 (Applied Biosystems).         |
| Data analysis   | GraphPad Prism v9.4.0 for plotting, graphing and statistical analyses. Pluto ( <a href="#">www.pluto.bio</a> ) for creating plots and analyses of bulk RNA-sequencing data. Package DESeq2 version 1.28.1, Package ggplot2 version 3.3.2, Package EnhancedVolcano version 1.6.0, Package pheatmap version 1.0.12, Short Time-series Expression Miner (STEM) version 1.3.13, Trimmomatic v.0.36, STAR aligner v.2.5.2b, Subread package v.1.5.2, DAVID version 6.8, Enrichplot R package version 1.14.2, Microsoft Excel v16.53, |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All bulk RNA sequencing data have been uploaded on the Gene Expression Omnibus (GEO) database and made publicly available with accession numbers GSE242706 and GSE242840. Additional data are available in the Supplementary information. The data were analyzed using available data packages mentioned in the manuscript and no new or custom codes were created to analyze the data. There are no restrictions on data availability and raw data has been made available.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the human-Alveolus-chip studies, 4 to 6 chips were used based on prior experience with organ chip variations, similar to what is described for similar experiments in published articles (Bai et al., Nature Communications, 2022; Si et al., Nature Biomedical Engineering, 2021; Benam et al., Nature Methods, 2016). We did not use any statistical methods to predetermine sample size. The sample size for all other experiments was chosen to include at least 3 biologically independent experiments. The exact numbers are described in each figure legend.                                                                                                 |
| Data exclusions | No data exclusions were made                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | Each experiment with a specific set of donors has been repeated at least at 3 different times, under the same conditions. In order to verify the reproducibility of the experimental findings, all cell studies for specific donors were performed at least in triplicate. All human alveolus chip studies were performed at least in duplicate. All the attempts were successful except for 5-8% of the chips that failed during the culture process (eg. they do not successfully form an air-liquid interface or have different vascular flow than expected). Those chips were not used for radiation injury or drug testing, and no data were generated using them. |
| Randomization   | The organ chips were assigned into random positions on the Zoe culture equipment in these studies. Alveolus chips were randomly assigned to the Control (no radiation) or radiated (exposed to radiation) groups                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Data collection and analysis for cytokines and chemokines in human alveolus chips, gene levels detected by RT-qPCR, and imaging were run blinded, with one researcher responsible for collecting samples and another researcher for running assays. Thus, they did not know sample identity until data was analyzed. Blinding was not applicable to other experiments because they were quantitative and controlled. RNA-seq was performed by a third party at Azenta Life Sciences and the samples were numbered in a way to mask identity                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

All antibody data are included in the supplementary information of the manuscript.  
 Anti-E Cadherin antibody Abcam ab1416 (dilution 1: 100), Novus Biologicals FAB748R-025 (dilution 1: 100)  
 Anti-ZO1 tight junction protein antibody - C-terminal Abcam ab190085 (dilution 1: 50)  
 Anti-CD31 antibody [JC/70A] Abcam ab9498 (dilution 1: 100)  
 Anti-53BP1 antibody Abcam ab36823 (dilution 1: 100), Novus Biologicals NB100-305AF594 (dilution 1: 100)  
 VE-Cadherin Cell Signaling Technologies 2500S (dilution 1: 50), Novus Biologicals FAB9381X (dilution 1: 100)  
 anti-mouse IgG-488 (Invitrogen, A-11001, dilution 1: 1000), anti-mouse IgG-647 (Invitrogen, A-21235, dilution 1:1000), anti-rabbit IgG-488 (Invitrogen, A-11034, dilution 1: 1000), anti-rabbit IgG-647 (Invitrogen, A-32733, dilution 1: 1000)

### Validation

All antibody validation data are available on the manufacturer's website. We verified information provided in the corresponding Data Sheets provided by the manufacturers and confirm that they have been validated for immunofluorescence or flow cytometry for humans. We also confirmed that these antibodies had been used in previous publications.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Primary human lung microvascular endothelial cells (Lonza, CC-2527, P3), primary human lung alveolar epithelial cells (Cell Biologics, P3, H-6053, Lot F101517Y72, F120318Y58, 120718Y31), Peripheral blood mononuclear cells (PBMCs) (Stemcell Technologies, 70025.1)

### Authentication

Primary human lung microvascular endothelial cells were used within passage 5. Primary human lung alveolar epithelial cells were used directly upon thawing without expanding. PBMCs were also used directly after thawing without expansion. All cells showed expected cell morphology, growth behaviour, and cell type-specific responses. No further authentication was performed.

### Mycoplasma contamination

All cells were examined and found to be negative for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in this work.

How the deposited data were processed for this re-analysis (not part of the article)

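RNA sequencing of Lung Alveolus Chips with PBMCs was analysed for the alveolar epithelium and the lung microvascular endothelium, each exposed to 0 or 16 Gy and collected 6 h or 7 d later. There were 24 libraries in 8 groups of 3. The authors selected polyadenylated RNA, sequenced it on an Illumina HiSeq, trimmed the reads with Trimmomatic, mapped them to GRCh38 with STAR and deposited, for each library, the counts of reads that hit a single gene, made with featureCounts from Subread. These counts were neither normalized nor filtered. The annotation release and the strand setting are not stated in the methods, so genes that overlap another gene, antisense genes and near-identical copies such as HSPA6 and HSPA7 or IFNL2 and IFNL3 have uncertain values. Symbols came from the gene IDs of the counts and a GRCh38 annotation of its own release: 57500 IDs, 56410 with a symbol, 1090 without, and 63 symbols that 2 or more IDs share. The layer, dose, time and replicate number of a library were taken from its title and cell type. For the first replicate of the 0 Gy endothelium at 6 h and at 7 d, the cell line label names epithelial cells, against title and cell type, and the libraries were kept as endothelium.

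Radiated libraries were compared with 0 Gy libraries of the same layer and time, 3 against 3, in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, over genes with at least 3 reads in at least 20% of the libraries of either dose, the filter of the paper's methods. Genes were called at an adjusted p (Benjamini-Hochberg) of at most 0.01 and a log2 fold change of at least 0.5 either way. Differences of the 16 Gy effect between layers and between times were tested as interactions in a fit to all 24 libraries. Principal components were computed from log2 CPM with a prior count of 2. Gene lists were tested with fgsea 1.28.0 on the log2 fold changes, for lists of 5 to 1000 tested genes, and called at an adjusted p of at most 0.05 over the lists of a comparison. The 24 lists were written by hand for S phase, G2/M, mitotic spindle and cytokinesis, DNA replication and E2F targets, p53 targets, NF-κB and inflammatory response, interferon-stimulated genes, cytosolic DNA sensing, cytokines with chemokines and their receptors, mesenchymal transition, heat shock response, angiogenesis, calcium and metal ion transporters, replication-dependent histone genes, ribosomal protein genes, mitochondrial genome genes and the markers of endothelial cells, epithelial cells, fibroblasts, T and NK cells, B and plasma cells, monocytes and macrophages, all leukocytes, and platelets and erythrocytes. The platelet and erythrocyte list was tested in the endothelium at 7 d alone, because fewer than 5 of its genes passed the filter elsewhere.

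The genes named were set by rule: every gene the paper names in its text for the transcriptome or labels in the plots of Fig. 3 and Fig. 4, the genes of its qPCR figures, and in each comparison the 3 largest rises and the 3 largest falls among called genes with a mean of at least 1 CPM and no overlap between the doses. This gave 62 genes, and any other gene is named with the remark that it was chosen after its values were seen. The design, the lists, the rule and the alternatives were set before the data were examined, except where stated. The alternatives were RLE size factors, library totals without TMM, the DESeq2 Wald test, no filter on low counts, edgeR's filterByExpr, a fit to all 24 libraries, the replicate number as a block, an adjusted p of at most 0.05, Bonferroni adjustment, no minimum fold change and each library left out in turn. For lists they were fgsea on the signed square root of F, camera with a preset correlation of 0.01 and with an estimated one, fry, DESeq2 log2 fold changes and filterByExpr, and for principal components the 500 most variable genes and DESeq2's variance stabilizing transformation. They used DESeq2 1.42.0 and limma 3.58.1.

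Between 24688317 and 40930814 reads per library were counted on genes. A fold change was given as a lower bound where every library of a dose had at most 3 counts. The fits were tested on simulated counts with 200 changed genes, all drawn from genes above a minimum mean count. The simulated spread depended on the level of a gene alone, so the shares called need not hold for the real libraries. Of those changed by 1 on the log2 scale, 87% were called in the epithelium and 81% in the endothelium at 6 h, and 51% and 66% at 7 d. For a change of 2 the shares were 99% and 99%, and 90% and 97%. At most 2.08% of the genes called by edgeR were unchanged ones. The median error of the log2 fold change was 0.0973 and 0.0856 at 6 h and 0.143 and 0.175 at 7 d. The 2 changed lists and 0 of 20 unchanged lists were called in each comparison, and the interaction test called 82.5% of genes whose effect differed by 2. Replicates differed by more than counting noise, with a chi-square per gene of 6.94 to 89.6, so none repeats the reads of another.

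Whether replicate numbers pair libraries was checked by the correlation, over 13995 genes, of the deviations of same-numbered libraries from their group means. For the epithelium at 7 d, r was 0.250, 0.246 and 0.240 for the 3 numbers, each over 0.1, so the fit with the number as a block is given there beside the results it changes. For the layers at 7 d, it was 0.268, 0.615 and 0.700 at 16 Gy, each over 0.1, but 0.0757, -0.0464 and -0.0596 at 0 Gy, so the block across layers, added after seeing the data, is given beside the interaction at 7 d. The pairing comes from the replicate numbers in the labels. With 3 libraries per group, 10 splits of the 6 libraries of a comparison exist, and each was fitted. For the interactions, 30 relabellings of the doses were drawn with seed 7, the real labels included, and for the layers at 7 d another 60 that relabelled both layers, added after seeing the data. The hallmark, KEGG, Reactome and GO gene sets, the qPCR, protein and imaging data and the drug predictions were not used here.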

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

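The tests of epithelial RNA in the endothelial libraries, of exchanged labels and of RNA carried over from the epithelium, the relabelling of both layers, the block across layers, and the choice of LYZ, CD53, LAPTM5, SPI1, CD3E, CD79A, HBB, KRT5, KRT14 and KRT17, were made only after the results or values they address were seen. The other tests of this part were planned.

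At 7 d the 16 Gy effect on 12 of the named genes differed between the layers by the interaction test of edgeR, with 3 libraries per group. The difference, endothelium minus epithelium on the log2 scale, was CXCL8 3.496 (adjusted p = 2.1e-04), IL1B 1.89 (adjusted p = 2.1e-04), OLR1 1.63 (adjusted p = 0.00257), PTGS2 1.60 (adjusted p = 0.00877), TRAF1 1.79 (adjusted p = 0.00227) and EGR4 2.05 (adjusted p = 0.00375). It was also positive for ATF3 3.58 (adjusted p = 1.1e-04), CDKN1A 1.44 (adjusted p = 0.00180) and HSPA6 5.01 (adjusted p = 0.00774), and negative for SCNN1A -1.18 (adjusted p = 0.00287), HP -3.87 (adjusted p = 0.00207) and SELENOP -2.49 (adjusted p = 0.00196). HSPA6 has a near-identical copy in HSPA7, so its value is uncertain. This test took the libraries of the layers as independent. With the replicate block across layers, 32 of the named genes were called in place of 12, the 12 among them, and 1790 genes in all in place of 191. The 20 added were EDN1, RUNX3, TGFB1, CXCL10, HMOX1, GPX4, CHAC1, HMMR, TOP2A, HSPA7, DNAJB1, CXCL3, BCL2, DDIT3, ICAM1, SLC7A11, ARC, KIF20A, PLK1 and CHI3L1. Of 30 relabellings of the doses, 4 gave as many genes as the 191 found, the real labels included, and as many as 336 genes. The other 3 were all among the 7 that kept the real labels of 1 layer, so they still held the effect in that layer. The 30 relabellings thus do not decide. Of 60 that relabelled both layers, 1 gave as many genes, the real labels, and the other 59 gave at most 0. At an unadjusted p under 0.05 the other 59 gave 513 to 4998 genes, against 4021 for the real labels. These relabellings put 0 and 16 Gy libraries into the same group, which adds any effect of the dose to the spread within groups. Their low numbers of called genes thus cannot exclude a grouping of libraries without an effect. The unadjusted number does not set the real labels apart. RNA from bound PBMCs may account for part of the higher inflammatory genes. Leukocyte marker lists rose in the radiated endothelium by medians of at least 1.89, with genes at the floor of 3 counts at their bound. A smaller share of epithelial RNA would lower SCNN1A, HP and SELENOP. The epithelial marker list fell past its threshold (NES -1.63, adjusted p = 0.0289), with a median log2 fold change of -0.18 against -0.71 for SCNN1A. The basal cell genes fell by more, KRT5 by 1.45 (adjusted p = 0.0683) and KRT14 by 2.18 (adjusted p = 0.0255), so a smaller share of some epithelial cells stays open. Library totals are addressed in the next paragraph. A response that differs between the tissues stays open and was not tested apart from these.

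Between 6 h and 7 d the 16 Gy effect changed by the interaction test for 2 named genes of the epithelium, KIF20A 3.27 (adjusted p = 0.00301) and PLK1 2.6005 (adjusted p = 0.00864), given as 7 d minus 6 h on the log2 scale. In the endothelium it rose for 12 of the named genes: EDN1 2.23 (adjusted p = 0.00671), RUNX3 1.82 (adjusted p = 0.00305), TGFB1 1.13 (adjusted p = 0.00763), CXCL8 2.38 (adjusted p = 0.00740), IL1B 2.20 (adjusted p = 5.8e-05), CXCL10 1.97 (adjusted p = 0.00937), HMMR 1.93 (adjusted p = 0.00305) and EGR4 2.14 (adjusted p = 0.00366). The others were TRAF1 2.58 (adjusted p = 5.8e-05), ATF3 2.17 (adjusted p = 0.00893), BCL2 2.07 (adjusted p = 0.00911) and KIF20A 2.41 (adjusted p = 0.00230). It fell for HP -3.67 (adjusted p = 6.9e-05), CHI3L1 -4.14 (adjusted p = 0.00179) and SELENOP -3.41 (adjusted p = 3.4e-05). Of 30 relabellings, 1 gave as many genes as the 10 found in the epithelium and 1 as many as the 278 found in the endothelium, the real labels in each case, and the other relabellings gave at most 2 and 144. With counts thinned to the totals at 6 h, 280 genes were called in the endothelium at 7 d in place of 339, against 198 at 6 h. Larger libraries at 7 d may thus account for part of the larger number there. The rest of the excess is smaller than the shifts from leaving out single libraries, so thinning does not settle its source. In the epithelium at 7 d, 0 genes were called after thinning as before it, with 2899 at an unadjusted p under 0.05 before it. The number called rose in the endothelium and fell from 186 to 0 in the epithelium. The endothelial rise turned into a fall with Bonferroni adjustment (from 60 to 16) and with the replicate block (from 506 to 308). It also did so without 0 Gy replicate 1 (from 291 to 70), 0 Gy replicate 2 (from 121 to 18) or 0 Gy replicate 3 (from 197 to 41). A batch that shifts both doses of a time point alike cancels in this test, while one that alters the response cannot be told apart from the time after radiation. For the inflammatory genes, RNA from bound PBMCs may contribute (median of at least 1.89 for each leukocyte list, with genes at the floor at their bound). A later response of the endothelium itself stays open.

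Marker genes of blood cells, which the paper's transcriptome analysis does not discuss, were higher in the radiated endothelium at 7 d. The median log2 fold changes were 2.64, 3.05, 2.71, 2.12 and 2.44 for the pan-leukocyte, T and NK cell, B cell and plasma cell, monocyte and macrophage, and platelet and erythrocyte lists. With genes at the floor of 3 counts set to their bound, they were 2.64, 3.02, 2.69, 1.89 and 1.63. The adjusted p of the platelet list, which holds 8 genes, was 0.0314 by fgsea at an NES of 1.51, and over the alternatives it ran from 2.0e-05 to 0.238. Of the genes of these lists, 7 of 18, 2 of 24, 2 of 20, 4 of 28 and 0 of 8 had a mean of at least 1 CPM in the 0 Gy epithelium, and none lay in another list. In CPM, LYZ from 3.82 ± 0.991 to 47.7 ± 19.9, LAPTM5 from 29.1 ± 1.74 to 104 ± 29.4, PTPRC from 2.46 ± 0.649 to 25.1 ± 13.2, CD53 from 1.71 ± 0.675 to 20.3 ± 8.55 and SPI1 from 0.736 ± 0.131 to 7.74 ± 2.56 were higher at 16 Gy, as were CD3E from 0.350 ± 0.127 to 3.74 ± 1.55, CD79A from 0.701 ± 0.108 to 7.46 ± 4.78 and HBB from 0.232 ± 0.201 to 3.35 ± 2.62. The summed level went from 69.1 ± 10.8 to 182 ± 79.7 CPM for T and NK cell markers and from 17.6 ± 3.23 to 50.2 ± 28.6 CPM for B cell markers, but from 929.7 ± 101 to 819.9 ± 324 CPM for monocyte markers and from 721 ± 35.9 to 784 ± 87.3 CPM for pan-leukocyte markers, sums that genes shared with the tissue can dominate. The rise of these genes is itself the observation and tests no source of their RNA. By imaging, the paper counted more PBMCs bound to the endothelium of radiated than of control chips at 6 h and at 7 d. That count goes with RNA from bound PBMCs as a source at 7 d. At 6 h the leukocyte lists did not rise here, and expression by other cells of the lower channel was not excluded. PTPRC in the epithelium at 7 d stood at 0.0811 and 0.101 CPM at 0 and 16 Gy. Of the 10 splits of the 6 libraries, 1 gave as many called genes and 2 as many called lists as the real one, itself included, and the other of these 2, which put 0 Gy replicate 1 with 16 Gy replicates 2 and 3, gave 13 lists against 12. These 10 splits can give no share under 0.1 and so decide nothing by themselves, while the real split called 339 genes and the other 9 called 0, with 265 to 876 genes at an unadjusted p under 0.05. The adjusted p was 6.8e-04 for LYZ and 6.8e-04 for SPI1. The sequencing did not tell apart more bound cells, more cells left after washing and higher expression in bound cells, nor the origin of HBB.

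The 0 Gy endothelial libraries at 6 h held epithelial marker genes at a median of 80.7% of their level in the epithelial libraries, from 32.2% to 529.7%, with 6 of 22 genes higher in the endothelium. The paper does not report on these genes in the endothelium. The median was 91.1% at 16 Gy and 6 h, and 105% and 91.8% at 0 and 16 Gy and 7 d. At 0 Gy and 7 d the range was 55.9% to 4015%, with 12 of 22 genes higher in the endothelium, and at 16 Gy it was 57.8% to 403% with 10 higher at 6 h and 56.5% to 579% with 8 higher at 7 d. All 22 genes had a mean of at least 1 CPM in the 0 Gy epithelium, and none lay in another list. Exchanged labels would put the endothelial markers higher in the libraries labelled epithelium, and 17 of 18 were higher in those labelled endothelium. RNA from epithelial cells in the endothelial libraries may be the source. It predicts a similar fraction for every abundant marker, and the range around the median of 80.7% is wide. The basal cell genes KRT5 and KRT14 stood higher in the endothelium, at 895 and 34.2 CPM against 263 and 6.45 CPM in the epithelium at 0 Gy and 6 h. RNA carried over from the sampled epithelium cannot raise a gene above its level there. At 0 Gy, 2 of the 22 genes at 6 h and 5 at 7 d stood higher in the endothelium by more than 2 standard deviations of either layer, the latter being KRT7, KRT19 and ST14, KRT5 with 797 ± 113 against 19.9 ± 8.01 CPM and KRT17 with 3127 ± 90.5 against 830.1 ± 205 CPM, so carry-over from the sampled epithelium is not the whole source of these genes, for which epithelial cells of another kind and expression by cells of the lower channel stay open. For the other genes, such RNA and expression by cells of the lower channel cannot be told apart, because no library of endothelial cells cultured alone was among the 24.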

How the results depend on the processing

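The newer quasi-likelihood estimator of edgeR and the replicate block across layers were added, and the test of the prior degrees of freedom chosen, after seeing the data. Which lists answer a statement of the paper followed from its sentences and was also settled after the data were seen, and such a list was read in both layers. Called under every alternative of the fit were, in the epithelium at 6 h, HMMR (-1.91 to -1.47), KIF20A (-2.56 to -2.24) and PLK1 (-2.26 to -1.83), with the range of the log2 fold change over the alternatives in brackets. In the endothelium at 6 h these were HMMR (-2.24 to -2.001), TOP2A (-1.71 to -1.49), KIF20A (-3.21 to -2.90), PLK1 (-2.22 to -1.95) and PIF1 (-2.37 to -2.09), and in the endothelium at 7 d CXCL8 (2.72 to 3.004), IL1B (1.90 to 2.09), OLR1 (1.88 to 2.05) and TRAF1 (2.31 to 2.45). Past the threshold under every alternative were the G2/M and spindle lists in the endothelium at 6 h and the cytokine and monocyte lists in the endothelium at 7 d. The first principal component kept the doses apart in the 4 comparisons under either alternative. Over the other values of named genes, 2490 kept their direction and side of the threshold, 147 fell short of it, 71 passed it and 79 changed sign. For lists that answer a statement these numbers were 362, 41, 50 and 15, and for the other lists 602, 47, 46 and 43. Of the recomputed summed marker levels, 46 stayed within the spread between replicates and 18 did not. Of the counts and separations, 83 at a statement and 58 others kept within 1.5 times or kept the doses apart as before, while 75 and 78 moved further.

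The number of genes called was 186, 198, 0 and 339 in the epithelium and endothelium at 6 h and the epithelium and endothelium at 7 d, in this order, where 2899 genes of the epithelium at 7 d had an unadjusted p under 0.05, and 60 genes moved the same way in both layers at 6 h and 0 at 7 d. RLE size factors gave 165, 199, 0 and 336. With library totals in place of TMM, they were 85, 169, 0 and 333, with 30 and 0 moving the same way in both layers. With the DESeq2 Wald test, they were 312, 293, 2 and 1052, with 91 and 1 moving the same way in both layers and 1 and 0 moving in opposite ways. Without the filter on low counts, they were 554, 523, 476 and 1475, with 141 and 99 moving the same way in both layers and 9 and 36 moving in opposite ways. With filterByExpr, they were 28, 114, 0 and 141, with 17 and 0 moving the same way in both layers. In a fit to all 24 libraries, they were 23, 28, 4 and 987, with 9 and 0 moving the same way in both layers. With the newer estimator, they were 86, 134, 0 and 195. At an adjusted p of at most 0.05, they were 429, 358, 0 and 962, with 106 and 0 moving the same way in both layers and 5 and 0 moving in opposite ways. With Bonferroni adjustment, they were 16, 60, 0 and 16, with 12 and 0 moving the same way in both layers. Without TMM the calls of the epithelium at 6 h were 30 higher and 55 lower, against 27 and 159. No scaling moved the median log2 fold change of all genes by more than 0.1.

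Fewer or more genes in the fit changed the prior degrees of freedom that edgeR shares between genes, which may account for the effect of the filter. They were 11.0 in the epithelium at 6 h, without a finite limit when no filter was used, 6.75 with filterByExpr and 8.33 with the newer estimator. In the endothelium at 7 d they were 5.98, 46.9 without the filter and 3.73 with filterByExpr. In each of the 4 comparisons they were larger without the filter and smaller with filterByExpr, as was the number of called genes except in the epithelium at 7 d, where filterByExpr and the filter of the methods both gave 0. For the other settings the cause was not tested.

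The interaction test called 0, 191, 10 and 278 genes for the layers at 6 h, the layers at 7 d, the times in the epithelium and the times in the endothelium. DESeq2 gave 0, 579, 236 and 682, and RLE size factors 0, 180, 10 and 276. At an unadjusted p under 0.05, 1182 genes differed between the layers at 6 h. The cause of the larger numbers with DESeq2 was not tested.

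These tests took the libraries of the layers as independent. Same-numbered libraries of the 2 layers deviated together at 16 Gy and 7 d and not at 0 Gy and 7 d. At 6 h their r was 0.139, -0.0244 and 0.0619 at 0 Gy and 0.288, 0.0784 and 0.0707 at 16 Gy. Outside the 16 Gy libraries at 7 d they thus did not deviate together for every number. A low r does not exclude that they came from the same chip. With the replicate block across layers, chosen after seeing the data, 234 and 1790 genes were called for the layers at 6 h and 7 d. Exchanging endothelial numbers within a dose at 7 d gave at most 263 genes at 6 h and 226 to 1848 at 7 d over 17 other pairings. The 2 of these that kept the numbers at 16 Gy gave at least 242 and 1769, and the others at most 223 and 1690. Relabelling the doses of whole pairs gave at most 67 and 165 in the 9 other splits. What the 16 Gy libraries of a number share at 7 d may thus hide differences between the layers in the test without the block, and the number of such genes, at 6 h as at 7 d, rests on this choice.

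The replicate number as a block gave 623, 506, 206 and 308 genes, of which 147 moved the same way in both layers at 6 h and 4 at 7 d, while 8 and 4 moved in opposite ways. Same-numbered libraries deviated together in the epithelium at 7 d. There the block called IFNL1 (2.69, adjusted p = 0.00985), CCR1 (adjusted p = 0.00830), HMOX1 (-1.37, adjusted p = 0.00136), HSPA7 (-2.35, adjusted p = 6.0e-04), HSPA6 (-2.42, adjusted p = 0.00117) and DDIT3 (-1.15, adjusted p = 0.00251), and the S phase list missed its threshold (NES 1.50, adjusted p = 0.0664). It changed no other call of a named gene or of a list at a statement there. EDN1 had 0.064 and the epithelial marker list an NES of -0.35, both with the other sign. In the other comparisons the libraries did not deviate together for every number, which does not exclude a common origin. Their r was 0.183, 0.0799 and 0.0582 in the epithelium at 6 h, 0.217, 0.00713 and 0.216 in the endothelium at 6 h and -0.105, 0.0473 and -0.0512 in the endothelium at 7 d. With the block, EDN1, IL1B, E2F1, HSPA7, TRAF1, H3C10 and HP were also called in the epithelium at 6 h and H2BC5 was not, CXCL10, OLR1, HSPA6 and CLDN2 were also called in the endothelium at 6 h, and CXCR3 and IFNB1 were also called and CHI3L1 was not in the endothelium at 7 d. The cytokine list passed its threshold in the epithelium at 6 h (NES -1.57, adjusted p = 0.0405), HMOX1 in the endothelium at 6 h had an adjusted p of 0.00646 at a log2 fold change under 0.5, and in the endothelium at 7 d AQP5 (-0.0036) and SELE (0.39) changed sign.

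Under the scalings and filters, the named genes that changed sign lay near 0. EDN1 in the epithelium at 7 d, at -0.0081, had 0.0022 with RLE size factors, 0.065 without TMM, 5e-04 with DESeq2, 0.011 with filterByExpr and 0.0059 in a fit to all 24 libraries. Without TMM, GSS had 0.023 in the endothelium at 6 h and BAX 0.013 in the endothelium at 7 d. No adjusted p was under 0.915 for these. The function filterByExpr removed and so gave no value for IFNB1, IFNL1, IFNL2, IFNL3 and IL16 in the epithelium at 6 h, ACOD1, HSPA7, IFNL1, IFNL2, IFNL3 and IL16 in the endothelium at 6 h, ACOD1, CCL4, CLDN2, CXCR3, GNLY, IFNB1, IFNL2, IFNL3, IL16, SELE and SFTPB in the epithelium at 7 d and HSPA7 and IL10 in the endothelium at 7 d. DESeq2 gave no adjusted p for 12 values of named genes, which were left out. Nor did filterByExpr leave enough genes for the T and NK cell list in the epithelium at 6 h, the B cell list in the epithelium at 7 d and the platelet list in the endothelium at 7 d, and an alternative that cannot give a value was given none.

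The number of lists called was 8, 8, 4 and 12 in the 4 comparisons in the same order. It was 16, 14, 9 and 19 with fgsea on the signed square root of F, 15, 15, 11 and 19 under camera with a preset correlation, 0, 2, 0 and 3 under camera with an estimated one, 2, 6, 0 and 11 under fry and 12, 15, 8 and 13 with filterByExpr. These tests rank or weigh the genes in other ways, and why they disagree was not tested.

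With fgsea on the signed square root of F, given as NES, the lists at a statement with a changed call and all lists with a changed sign in the epithelium at 6 h were these: NF-κB (-1.92), cytokine (-1.68) and mesenchymal transition (1.85) passed the threshold, and angiogenesis (-0.97), endothelial marker (-1.33) and ion transporter (-1.04) changed sign. At 6 h in the endothelium, S phase (2.58) passed the threshold, and NF-κB (1.16) and heat shock (1.10) changed sign. For the epithelium at 7 d, G2/M (2.38), spindle (2.37) and interferon-stimulated (2.76) passed the threshold, and epithelial marker (-1.02) and ion transporter (-1.19) changed sign. As to the endothelium at 7 d, S phase (1.89), E2F (1.85), interferon-stimulated (2.68) and cytosolic DNA sensing (2.11) passed the threshold.

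Under camera with a preset correlation of 0.01, given as adjusted p, the lists at a statement with a changed call and all lists with a changed sign in the epithelium at 6 h were these: NF-κB (1.3e-04), cytokine (0.00135) and mesenchymal transition (0.00683) passed the threshold, and angiogenesis (0.826), endothelial marker (0.248) and ion transporter (0.568) changed sign. At 6 h in the endothelium, S phase (2.5e-07) passed the threshold, and monocyte (0.944) changed sign. For the epithelium at 7 d, G2/M (5.4e-04), spindle (7.9e-05) and interferon-stimulated (2.5e-10) passed the threshold, and epithelial marker (0.394) and ion transporter (0.131) changed sign. As to the endothelium at 7 d, S phase (0.00951), E2F (0.0143), interferon-stimulated (1.1e-13), cytosolic DNA sensing (6.7e-05) and angiogenesis (0.0252) passed the threshold, and mesenchymal transition (0.870) and ion transporter (0.989) changed sign.

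Under camera with an estimated correlation, the lists at a statement with a changed call and all lists with a changed sign in the epithelium at 6 h were these: S phase (0.317), G2/M (0.168), spindle (0.214), E2F (0.317) and interferon-stimulated (0.347) missed the threshold, and angiogenesis (0.805), endothelial marker (0.332) and ion transporter (0.682) changed sign. At 6 h in the endothelium, E2F (0.392), interferon-stimulated (0.290) and mesenchymal transition (0.0701) missed the threshold, and monocyte (0.970) changed sign. For the epithelium at 7 d, S phase (0.514) and E2F (0.514) missed the threshold, and epithelial marker (0.816) and ion transporter (0.514) changed sign. As to the endothelium at 7 d, G2/M (0.546) and spindle (0.546) missed the threshold, and mesenchymal transition (0.987) and ion transporter (0.987) changed sign.

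Under fry, also as adjusted p, the lists at a statement with a changed call and all lists with a changed sign in the epithelium at 6 h were these: S phase (0.148), G2/M (0.0736), spindle (0.0762), E2F (0.148) and interferon-stimulated (0.315) missed the threshold, and angiogenesis (0.442), endothelial marker (0.0832) and ion transporter (0.373) changed sign. At 6 h in the endothelium, cytokine (0.0483) passed the threshold, and E2F (0.202) and interferon-stimulated (0.202) missed the threshold. For the epithelium at 7 d, S phase (0.330) and E2F (0.330) missed the threshold, and epithelial marker (0.824) and ion transporter (0.365) changed sign. As to the endothelium at 7 d, S phase (0.0413), E2F (0.0270), interferon-stimulated (0.0476) and cytosolic DNA sensing (0.0472) passed the threshold, G2/M (0.377) and spindle (0.418) missed the threshold, mesenchymal transition (0.789) changed sign.

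After filterByExpr, given as NES of fgsea, the lists at a statement with a changed call and all lists with a changed sign in the epithelium at 6 h were these: cytokine (-1.46) and mesenchymal transition (1.64) passed the threshold, and endothelial marker (-0.99) changed sign. At 6 h in the endothelium, S phase (2.07) passed the threshold, and monocyte (0.84) changed sign. For the epithelium at 7 d, G2/M (1.97), spindle (2.04) and interferon-stimulated (2.14) passed the threshold, and ion transporter (-0.98) changed sign. As to the endothelium at 7 d, interferon-stimulated (1.74) and cytosolic DNA sensing (1.69) passed the threshold. On DESeq2 log2 fold changes, the ribosomal protein list changed sign in the epithelium at 6 h (-0.82), and the S phase list missed the threshold in the epithelium at 7 d (1.53, adjusted p = 0.0505).

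Over all alternatives, single libraries left out included, the adjusted p of the lists that answer a statement covered these ranges. They were, in the epithelium at 6 h, 1.4e-72 to 0.168 for G2/M, 3.5e-21 to 0.317 for E2F, 6.7e-68 to 0.214 for spindle, 4.9e-18 to 0.317 for S phase, 1.3e-04 to 0.825 for NF-κB, 1.1e-10 to 0.683 for interferon-stimulated, 0.00135 to 0.317 for cytokine and 0.00300 to 0.721 for mesenchymal transition. For the endothelium at 6 h they were 8.7e-239 to 0.0441 for G2/M, 1.7e-14 to 0.392 for E2F, 7.7e-216 to 0.0441 for spindle, 1.3e-09 to 0.606 for S phase, 0.276 to 0.972 for NF-κB, 5.4e-18 to 0.290 for interferon-stimulated, 0.0483 to 0.240 for cytokine and 2.0e-33 to 0.0701 for mesenchymal transition. At 7 d they were, in the epithelium, 1.3e-07 to 0.693 for G2/M, 4.4e-24 to 0.514 for E2F, 1.7e-07 to 0.693 for spindle, 7.4e-18 to 0.514 for S phase, 0.348 to 0.996 for cytosolic DNA sensing, 5.0e-12 to 0.660 for interferon-stimulated, 0.101 to 0.816 for cytokine, 0.0738 to 0.996 for NF-κB, 0.118 to 0.732 for angiogenesis and 0.131 to 1.000 for ion transporter. At 7 d in the endothelium they were 1.6e-05 to 0.958 for G2/M, 7.1e-04 to 0.949 for E2F, 1.6e-06 to 0.982 for spindle, 7.1e-04 to 0.876 for S phase, 6.7e-05 to 0.374 for cytosolic DNA sensing, 1.1e-13 to 0.366 for interferon-stimulated, 9.4e-40 to 0.0412 for cytokine, 8.4e-42 to 0.0832 for NF-κB, 0.0252 to 0.991 for angiogenesis and 0.126 to 0.989 for ion transporter.

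Across the 6 fits that each left out 1 library, the number of called genes ran from 15 (without 0 Gy replicate 2) to 420 (without 16 Gy replicate 3) in the epithelium at 6 h, from 121 (without 0 Gy replicate 2) to 291 (without 0 Gy replicate 1) in the endothelium at 6 h and from 18 (without 0 Gy replicate 2) to 1038 (without 16 Gy replicate 3) in the endothelium at 7 d. It was 0 in the epithelium at 7 d without each library other than 16 Gy replicate 1, where 1334 to 2785 genes had an unadjusted p under 0.05, and 363 without that one. The number of called lists ran from 4 (without 16 Gy replicate 1) to 9 (without 0 Gy replicate 2) in the epithelium at 6 h and from 1 (without 0 Gy replicate 1) to 9 (without 16 Gy replicate 1) in the epithelium at 7 d. Calls of named genes were lost most often without 0 Gy replicate 2 in the epithelium at 6 h, where 12 genes were affected, HMOX1, TOP2A, EGR4, P3H2, HSPA6, DNAJB1, CLDN2, AQP5, SYNM, HSPA1L, PIF1 and H2BC5, and in the endothelium at 7 d, where RUNX3, IL6, IFNL1, CCR1, IL16, CXCL10, EGR4, IFNL2, IFNL3, CXCL3, ATF3, CDKN1A, ARC, ACOD1, GNLY, CCL4, HP, CHI3L1 and SELENOP were. PECAM1, E2F1 and H3C10 in the endothelium at 6 h each lost the call without at least 1 library. Without 16 Gy replicate 1 in the epithelium at 7 d, IL6, IFNL1, CCR1, HMOX1, HSPA7, HSPA6, DDIT3, SLC7A11 and H3C10 were called, and without 16 Gy replicate 3 in the endothelium at 7 d, TGFB1, CXCR3, SCNN1A, GPX4, PTGS2, HSPA6, IFNB1, CLDN2, BCL2 and ICAM1 were. The cause was not tested.

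Named genes that changed sign when 1 library was left out follow with their lowest and highest log2 fold change and, in brackets, the dose and replicate number left out for each. None of these was called with all libraries. The genes of the epithelium at 6 h were ZBP1 -0.54 to 0.033 (16 Gy 2, 16 Gy 1), IL6 -0.41 to 0.091 (16 Gy 3, 16 Gy 2), CCR1 -0.64 to 0.14 (16 Gy 3, 16 Gy 1), IL16 -0.17 to 0.37 (0 Gy 3, 0 Gy 1) and CXCL10 -0.66 to 0.15 (16 Gy 3, 16 Gy 1). Further values were BCL2 -0.21 to 0.25 (16 Gy 2, 16 Gy 3) and CHI3L1 -0.95 to 0.63 (16 Gy 2, 16 Gy 3).

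Genes that changed sign in this way in the endothelium at 6 h were IFNL1 -0.39 to 2.35 (16 Gy 3, 0 Gy 2), IL16 -0.53 to 0.060 (16 Gy 1, 16 Gy 3), SCNN1A -0.11 to 0.087 (0 Gy 3, 0 Gy 1), EGR4 -0.11 to 0.24 (0 Gy 3, 0 Gy 1) and DNAJB1 -0.021 to 0.13 (16 Gy 3, 16 Gy 2). Further values were IFNL3 -3.17 to 0.035 (16 Gy 3, 16 Gy 1), CXCL3 -0.31 to 0.48 (16 Gy 1, 16 Gy 3), SFTPB -0.22 to 0.24 (16 Gy 1, 16 Gy 3), DDIT3 -0.060 to 0.20 (0 Gy 2, 16 Gy 3) and GSS -0.039 to 0.033 (16 Gy 2, 16 Gy 3). Next came ARC -0.57 to 0.47 (0 Gy 2, 0 Gy 3).

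More genes did so in the epithelium at 7 d. The first were EDN1 -0.31 to 0.38 (0 Gy 3, 0 Gy 1), RUNX3 -0.11 to 0.41 (16 Gy 1, 0 Gy 3), IL1B -0.070 to 0.22 (0 Gy 3, 0 Gy 2), GPX4 -0.0062 to 0.31 (16 Gy 3, 16 Gy 1) and HMMR -0.061 to 0.58 (16 Gy 2, 16 Gy 1). Further values were TOP2A -0.28 to 0.497 (16 Gy 2, 16 Gy 3), EGR4 -0.058 to 0.38 (0 Gy 3, 16 Gy 2), P3H2 -0.13 to 0.49 (16 Gy 3, 16 Gy 2), IFNL2 -1.0005 to 2.47 (16 Gy 3, 0 Gy 2) and IFNL3 -0.24 to 2.403 (16 Gy 3, 0 Gy 2). Next came IFNB1 -0.25 to 1.41 (16 Gy 3, 0 Gy 2), CLDN2 -0.12 to 3.76 (16 Gy 2, 0 Gy 3), ACTA2 -0.37 to 0.031 (16 Gy 1, 16 Gy 3), AQP5 -0.10 to 1.63 (16 Gy 3, 16 Gy 2) and SFTPB -1.07 to 0.21 (16 Gy 3, 16 Gy 1). To these add ICAM1 -0.13 to 0.031 (0 Gy 3, 0 Gy 2), GSS -0.045 to 0.056 (16 Gy 2, 16 Gy 3), ARC -0.84 to 0.19 (16 Gy 3, 0 Gy 1), PLK1 -0.14 to 0.85 (16 Gy 2, 16 Gy 1) and H2BC5 -0.14 to 0.79 (16 Gy 3, 16 Gy 2). Also affected were HP -0.033 to 1.21 (0 Gy 3, 0 Gy 2) and CHI3L1 -0.14 to 0.52 (0 Gy 1, 0 Gy 2).

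The values for the endothelium at 7 d were PECAM1 -0.21 to 0.73 (0 Gy 3, 0 Gy 1), HMMR -0.38 to 0.10 (16 Gy 2, 16 Gy 3), E2F1 -0.013 to 0.17 (16 Gy 1, 16 Gy 2), P3H2 -0.059 to 0.20 (16 Gy 3, 16 Gy 1) and AQP5 -0.41 to 0.40 (16 Gy 3, 16 Gy 2). Further values were SFTPB -0.17 to 0.38 (16 Gy 2, 16 Gy 3), BAX -0.12 to 0.034 (16 Gy 1, 16 Gy 3) and SELE -0.99 to 1.51 (0 Gy 3, 0 Gy 1).

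The lists that answer a statement and changed their call or sign when 1 library was left out, and other lists that changed sign, are given as the lowest and highest NES in the same way. Changed calls of other lists are within the counts given above. Those of the epithelium at 6 h were S phase 1.43 to 1.75 (0 Gy 3, 16 Gy 1), E2F 1.48 to 1.85 (0 Gy 3, 16 Gy 1), NF-κB -1.59 to -0.79 (16 Gy 3, 16 Gy 2), interferon-stimulated -2.24 to -0.97 (0 Gy 1, 16 Gy 1) and cytokine -1.68 to -1.30 (16 Gy 3, 0 Gy 3). There were also monocyte -1.08 to 0.84 (16 Gy 3, 0 Gy 3), pan-leukocyte -1.21 to 1.05 (16 Gy 3, 0 Gy 1), ion transporter -0.93 to 0.95 (16 Gy 2, 0 Gy 3) and ribosomal protein -1.13 to 1.29 (0 Gy 3, 16 Gy 2). Those of the endothelium at 6 h were S phase 0.99 to 1.68 (0 Gy 1, 16 Gy 1), E2F 1.25 to 1.74 (0 Gy 1, 16 Gy 1), NF-κB -0.84 to 0.69 (16 Gy 2, 16 Gy 3), cytokine -1.48 to -1.30 (0 Gy 3, 16 Gy 2) and heat shock -0.93 to 0.57 (16 Gy 3, 0 Gy 3). The rest there were B cell -1.03 to 0.99 (16 Gy 1, 0 Gy 3) and ion transporter -0.71 to 1.18 (16 Gy 2, 16 Gy 3). At 7 d the epithelium had S phase 1.31 to 1.91 (16 Gy 2, 16 Gy 3), G2/M -1.04 to 1.96 (16 Gy 2, 16 Gy 3), spindle -1.18 to 2.11 (16 Gy 2, 16 Gy 3), E2F 1.36 to 2.03 (16 Gy 2, 16 Gy 3) and NF-κB -0.70 to 1.03 (16 Gy 3, 16 Gy 2). It held as well for interferon-stimulated 1.03 to 1.64 (0 Gy 3, 16 Gy 3), epithelial marker -0.79 to 0.94 (16 Gy 2, 16 Gy 3), monocyte -0.80 to 1.37 (16 Gy 3, 0 Gy 1) and ion transporter -0.91 to 0.69 (16 Gy 1, 16 Gy 2). At 7 d the endothelium had G2/M -2.03 to -0.83 (16 Gy 1, 16 Gy 3), spindle -2.19 to -0.70 (16 Gy 2, 16 Gy 3), NF-κB 1.35 to 1.63 (0 Gy 3, 16 Gy 3), interferon-stimulated 1.22 to 1.55 (0 Gy 2, 16 Gy 3) and mesenchymal transition -1.22 to 0.82 (0 Gy 3, 0 Gy 1). Others were angiogenesis -0.75 to 1.20 (0 Gy 3, 0 Gy 1) and endothelial marker -1.36 to 1.44 (0 Gy 3, 0 Gy 1).

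Depth limits the genes of low level. Where every library of a dose had at most 3 counts, as for IL10, IFNL2 and IFNL3 at 0 Gy in the endothelium at 7 d, a fold change is a lower bound, and IFNL2, IFNL3 and IFNB1 in the epithelium at 7 d had too few reads for filterByExpr. Of simulated genes changed by 1 on the log2 scale, 51% were called in the epithelium at 7 d, the smallest share of the 4 comparisons. The changed genes of the simulation all lay above a minimum mean count, so this share does not measure the limit set by depth.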

Differences from the paper's values

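The study's design gives 4 replicates per condition, where 3 libraries per group were analysed here, so the counts and fold changes compared below need not rest on the same libraries. The paper gives 11976 genes as detected in the epithelium at 6 h, where 22400 passed the filter and were tested here, and these counts need not be the same measure. Of the alternatives set before the data were examined, filterByExpr with 15642 genes came within 1.5 times, and no filter, with 29992, did not. The paper reports 180 genes lower in either layer at 6 h, against 287 here. Library totals without TMM closed the gap with 184, and the other alternatives, with 42 to 772, did not. The paper reports 595 genes in the epithelium at 7 d, against 0 here (2899 at an unadjusted p under 0.05), and the fit without a filter gave 476, while the others, with 0 to 363, stayed apart. The paper's 1519 genes of the endothelium at 7 d stood against 339. DESeq2 with 1052, no filter with 1475 and the fit without 16 Gy replicate 3 with 1038 closed this gap, and the others, with 16 to 987, did not. Genes called in both layers at 7 d numbered 111 in the paper's text, which gives no signs for them. Those with the same sign numbered 0 here, 99 without the filter and 0 to 4 under the others. Those with opposite signs, 0 here, numbered 36 without the filter, which makes 135 of either kind, and 4 with the replicate block, which makes 8.

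Log2 fold changes of the volcano plots were read by eye. The margin within which a gap counted as closed was not the same for every gene, so a small gap may be an error of reading. The paper's HMOX1 in the epithelium at 7 d lies at about -1.7 in Fig. 4a, against -1.17 here. The replicate block (-1.37) and the fit without 16 Gy replicate 1 (-1.77) closed that gap, and the other alternatives did not. The paper's HSPA6 lies at about -3.4 in Fig. 4a, against -1.86, and the fit without 16 Gy replicate 1 gave -3.17, the others less. No alternative closed the gap for the paper's HSPA7 at about -3.5 against -2.19 here, ZBP1 at about 1.4 against 0.80, IFNL1 at about 4.1 against 2.79, IFNL2 at about 4.5 against 1.67 and IFNB1 at about 3.0 against 0.54, all in Fig. 4a. In the endothelium at 7 d the paper's IFNL3 lies at about 5.5 in Fig. 4b, against a fitted 4.80 here and 5.20 without 0 Gy replicate 3. Every 0 Gy library there had at most 3 counts of IFNL3, so its rise is known only as at least 13.0-fold. The fitted values thus do not decide whether IFNL3 differs from the paper. CLDN2 in the paper's Fig. 4b lies at about -3.7, against -2.82 here and -3.51 without 16 Gy replicate 2. The other alternatives did not close the gap for CLDN2. For TRAF1 the paper's value of about 2.6 in Fig. 4b stood against 2.37 here, and the closest alternative, without 16 Gy replicate 1, gave 2.45.

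Some genes that the paper names as changed were not called here. These included IFNL1, IL6, CCR1 and ZBP1 in the epithelium at 7 d. Of these, IFNL1 and CCR1 were called with the replicate block, and IFNL1, IL6 and CCR1 without the filter or without 16 Gy replicate 1, while ZBP1 was called under no alternative. Of the other genes labelled in Fig. 4a, HMOX1, HSPA6 and HSPA7 were called with the block, without the filter and without 16 Gy replicate 1, and IFNL2 and IFNB1 under no alternative. CXCL8 there was called without the filter as lower, the reverse of the paper's direction. For the endothelium at 7 d, TGFB1, SCNN1A, CLDN2 and PTGS2 were called with DESeq2, without the filter, in a fit to all 24 libraries, at an adjusted p of at most 0.05 and without 16 Gy replicate 3. The same alternatives called CXCR3 and IFNB1, as did the replicate block and the fit without 16 Gy replicate 1. DESeq2 and the fit without the filter called EDN1, the fit without 16 Gy replicate 3 called GPX4, and IL10 was called under no alternative. At 6 h, EDN1 was called in the endothelium as lower, where the paper names it as higher, but the endothelial marker genes fell there too. RUNX3, TGFB1 and CXCL8 in the endothelium at 6 h were called under no alternative. Nor was SCNN1A in the epithelium or HMOX1 in the endothelium called under any. HMOX1 there had an adjusted p of at most 0.01 with the block and without the filter, with a log2 fold change under 0.5.

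Some lists moved in another direction than the related sets of the paper, whose members are not the same. At 6 h the E2F list rose in both layers, where the paper has E2F targets falling. The mesenchymal transition list fell in the endothelium at 6 h (NES -1.88, adjusted p = 1.9e-04 by fgsea) where the paper has such a set rising, and it rose there under no alternative. The endothelial marker list fell in the same libraries, so a smaller share of endothelial RNA stays open for this fall. In the endothelium at 7 d the G2/M and spindle lists fell, with 0 of their genes called, while the paper's text states a rise of cell cycle pathways at 7 d without setting the layers apart, and its table for the endothelium lists no such set. Immune lists did not rise past the threshold at 6 h in either layer, under any alternative. The interferon-stimulated list rose and missed the threshold at 7 d in both layers. It passed in both with fgsea on the signed square root of F, camera with a preset correlation, filterByExpr and without 16 Gy replicate 3, in the epithelium also without 16 Gy replicate 1 and in the endothelium also under fry. The mesenchymal transition list did not pass it in the epithelium at 6 h, except with fgsea on the signed square root of F, camera with a preset correlation and filterByExpr. Neither did cytosolic DNA sensing in the epithelium at 7 d. Angiogenesis in the endothelium at 7 d passed it under camera with a preset correlation, and ion transporters there passed it under no alternative.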

Other observations

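The test of the other endothelial genes beside PECAM1 was chosen after the result was seen, and the other tests of this part were not. Dividing the 6 libraries of a comparison in the 10 possible ways gave as many called genes as the real division in 1 case in the epithelium at 6 h, 1 in the endothelium at 6 h, 10 in the epithelium at 7 d and 1 in the endothelium at 7 d, the real one included. For called lists the numbers were 1, 1, 6 and 2. The other 9 divisions gave at most 0, 0, 0 and 0 called genes (with 373 to 1887, 434 to 1813, 445 to 2473 and 265 to 876 at an unadjusted p under 0.05) and 6, 6, 7 and 13 lists. With 10 divisions no share can be under 0.1, so these numbers alone cannot exclude a grouping by chance. Where same-numbered libraries go together, as in the epithelium at 7 d, 4 of the divisions part all 3 pairs. The real one gave 2899 genes at an unadjusted p under 0.05 and 4 lists, and the other 3 gave 557, 445 and 998 genes and 6, 3 and 2 lists, with 0 called genes each. The 6 that part 1 pair gave 458 to 2473 genes at an unadjusted p under 0.05 and 2 to 7 lists. Between the layers at 6 h, all 30 of 30 relabellings gave as many genes as the 0 of the interaction test, where 1182 had an unadjusted p under 0.05, which decides nothing.

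PECAM1 was lower at 16 Gy in the endothelium at 6 h (-0.64, adjusted p = 0.00277). A smaller share of endothelial RNA in the 16 Gy libraries may account for it: the other 17 endothelial marker genes were all lower, with a median of -0.64 (from -1.13 to -0.27). Of the 18 marker genes, 8 had a mean of at least 1 CPM in the 0 Gy epithelium and 6 lie in another list. Fewer endothelial cells and lower expression of these genes were not told apart by a test. A changed share of endothelial RNA could likewise alter the epithelial libraries at 7 d, where the endothelial marker list had an NES of 1.52 and an adjusted p of 0.0602, which settles neither way. The heat shock list in the epithelium at 7 d had 12 genes higher and 10 lower, a median log2 fold change of 0.03 and an NES of -1.15 (adjusted p = 0.434), so no fall of the list as a whole was found. A test of whether a single 0 Gy library turned its sign gave -0.77 as the NES nearest the other sign and decides nothing.

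On the first component at 7 d, 16 Gy replicate 3 scored 108 in the epithelium, against -15.6 and 8.47 for the other 2, and 103 in the endothelium, against 12.5 and 31.8. The libraries whose cell line label names epithelial cells held 1447 CPM of endothelial markers at 6 h, against 1293 and 1008 in the other 0 Gy replicates, and 988 CPM at 7 d, against 461 and 252. Median reads per library were 27210615 and 26367844 in the epithelium and 27563816 and 27406978 in the endothelium at 0 and 16 Gy and 6 h, and 31203106 and 38476705, and 38580218 and 34685386, at 7 d.

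Lists outside the statements of the paper are given as NES with the adjusted p in brackets, in the order epithelium and endothelium at 6 h and epithelium and endothelium at 7 d. They were 0.68 (0.969), 1.699 (0.00151), -1.50 (0.0450) and -1.59 (0.00433) for ribosomal protein genes, 1.59 (0.0248), 1.33 (0.230), 1.34 (0.212) and -1.09 (0.476) for mitochondrial genome genes and 0.97 (0.637), 1.24 (0.230), 1.73 (0.00268) and 1.59 (0.00631) for histone genes. For the heat shock list they were 1.31 (0.273), -0.79 (0.804), -1.15 (0.434) and 1.23 (0.317), for fibroblast markers 1.26 (0.356), -1.52 (0.109), -1.12 (0.446) and -1.46 (0.135) and for epithelial markers -1.71 (0.0246), -0.91 (0.762), 0.30 (1.000) and -1.63 (0.0289). Of the 12 fibroblast markers, 9 lie in another list and 6 had a mean of at least 1 CPM in the 0 Gy epithelium. The platelet and erythrocyte list had 1.51 (0.0314) in the endothelium at 7 d.

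Several genes that the paper measured by qPCR had the following log2 fold changes in the sequencing, with the adjusted p in brackets. At 7 d in the epithelium they were ACTA2 -0.19 (0.749), AQP5 1.23 (0.445), SFTPB -0.28 (0.923), BAX 0.24 (0.496), BCL2 0.502 (0.537), ICAM1 -0.06 (0.877), SELE 1.44 (0.749), GSS 0.01 (0.977), SLC7A11 -0.69 (0.445) and CHAC1 -0.57 (0.546). At 7 d in the endothelium they were ACTA2 -0.64 (0.102), AQP5 0.12 (0.888), SFTPB 0.12 (0.905), BAX -0.05 (0.844), BCL2 1.95 (0.0180), ICAM1 0.501 (0.0581), SELE -0.47 (0.770), GSS -0.14 (0.436), SLC7A11 0.22 (0.560) and CHAC1 0.44 (0.274). AQP5 was called lower in the epithelium at 6 h, at -1.08 (0.00505).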
